# ^99m^TcO_4_^−^-, Auger-Mediated Thyroid Stunning: Dosimetric Requirements and Associated Molecular Events

**DOI:** 10.1371/journal.pone.0092729

**Published:** 2014-03-24

**Authors:** Béatrice Cambien, Philippe R. Franken, Audrey Lamit, Thibault Mauxion, Peggy Richard-Fiardo, Julien Guglielmi, Lydie Crescence, Bernard Mari, Thierry Pourcher, Jacques Darcourt, Manuel Bardiès, Georges Vassaux

## Abstract

Low-energy Auger and conversion electrons deposit their energy in a very small volume (a few nm^3^) around the site of emission. From a radiotoxicological point of view the effects of low-energy electrons on normal tissues are largely unknown, understudied, and generally assumed to be negligible. In this context, the discovery that the low-energy electron emitter, ^99m^Tc, can induce stunning on primary thyrocytes *in vitro*, at low absorbed doses, is intriguing. Extrapolated *in vivo*, this observation suggests that a radioisotope as commonly used in nuclear medicine as ^99m^Tc may significantly influence thyroid physiology. The aims of this study were to determine whether ^99m^Tc pertechnetate (^99m^TcO_4_^−^) is capable of inducing thyroid stunning *in vivo*, to evaluate the absorbed dose of ^99m^TcO_4_^−^ required to induce this stunning, and to analyze the biological events associated/concomitant with this effect. Our results show that ^99m^TcO_4_^−^–mediated thyroid stunning can be observed *in vivo* in mouse thyroid. The threshold of the absorbed dose in the thyroid required to obtain a significant stunning effect is in the range of 20 Gy. This effect is associated with a reduced level of functional Na/I symporter (NIS) protein, with no significant cell death. It is reversible within a few days. At the cellular and molecular levels, a decrease in NIS mRNA, the generation of double-strand DNA breaks, and the activation of the p53 pathway are observed. Low-energy electrons emitted by ^99m^Tc can, therefore, induce thyroid stunning *in vivo* in mice, if it is exposed to an absorbed dose of at least 20 Gy, a level unlikely to be encountered in clinical practice. Nevertheless this report presents an unexpected effect of low-energy electrons on a normal tissue *in vivo*, and provides a unique experimental setup to understand the fine molecular mechanisms involved in their biological effects.

## Introduction

Thyroid stunning is a clinical problem in which exposure of a patient to diagnostic amounts of ^131^I has been described to alter the ability of differentiated thyroid carcinoma, or remnants of thyroid tissue after thyroidectomy, to take up therapeutic, irradiating doses of ^131^I [1], [2], [3], [4], [5]. Although widely documented in the literature, the reality and existence of this phenomenon are questioned by many clinicians [5]. Some experts advocate that the so-called stunning effect is in fact the consequence of an early destruction of the target tissues by an excessive amount of radiotracer used for a diagnostic purpose [5]. In this clinical context, basic scientific studies using cultured, polarized thyroid epithelial cells *in vitro* have recently produced clear and convincing evidence of the existence of a stunning effect and of its mechanism [6], [7], [8], [9], [10]. These studies demonstrated that irradiation of the cell culture via ^131^I uptake resulted in a significant reduction in basal-to-apical iodide transport, even at low absorbed doses. This effect reached a 50% reduction in iodide transport at an absorbed dose of around 1.5 Gy and was observed with no evidence of cell death [7]. Using the same experimental setup, the same group demonstrated that ^131^I-induced stunning could be explained by a decrease in the mRNA level of the Na/I symporter (NIS), the transmembrane protein involved in the iodide uptake by the thyroid [8]. More recently, the same group published an intriguing study in which the “stunning efficacies” of ^131^I, ^123^I, ^99m^Tc and ^211^As were compared in the same cell culture system [9]. Experiments were designed to deliver a “standardized” absorbed dose of 0.5 Gy from these radioisotopes, which are all accumulated in thyroid cells via a NIS-dependent mechanism. The results showed that all of these radioisotopes were capable of reducing iodide transport by decreasing NIS mRNA levels a few days later. The “stunning power” of ^131^I appeared to be poorer than that of ^123^I or even ^99m^Tc in this setting. Although the absorbed dose-rate resulting from the relative half-life and radiation type of these different isotopes may be partially responsible for the difference in biological activity observed, these results are puzzling. Extrapolated *in vivo*, this study suggests that a radioisotope as commonly used in nuclear medicine as ^99m^Tc may significantly influence thyroid biology. In addition, SPECT/CT imaging of ectopic NIS gene expression with ^99m^TcO_4_^−^ has been validated at the preclinical level and is starting to be used in the clinic to determine the kinetics of gene transfer in gene therapy [11], [12], [13], [14]. Hence, the conditions required to induce a ^99m^TcO_4_^−^-mediated thyroid stunning effect *in vivo* need to be clarified. The stunning effect of ^99m^Tc is attributed to low-energy electrons.

The energy of low-energy electrons is deposited in a very small volume (a few nm^3^) around the site of de-excitation of radionuclides such as ^123^I, ^125^I, ^111^In, or ^99m^Tc [15], [16]. In biology, these electrons are thought to have played a significant role as mutagenic agents in evolution [17] and today they represent the basis of attractive strategies for new, targeted cancer treatments [16]. In the latter approaches, Auger electron emitters (typically ^125^I or ^111^In) are incorporated into small molecules [18], peptides [19], proteins [20], [21] or antibodies [22] capable of targeting cancer cell nuclei, where Auger electrons will exert their irradiating effects. From a radiotoxicological point of view, however, the effects of Auger electrons on normal, nonpathological biological systems are largely unknown, understudied and generally assumed to be negligible [23].

The aims of the present study were to determine whether ^99m^TcO_4_^−^ was capable of inducing stunning *in vivo*, to evaluate the absorbed dose of ^99m^TcO_4_^−^ required to induce this stunning, and to analyze the biological events associated/concomitant with this effect.

## Materials and Methods

### Animals

Female, eight-week-old Balb/c mice were obtained from Janvier (Le Genest Saint Isle, France). Animal housing and procedures were conducted according to the French Agriculture Ministry guidelines and were approved by the local ethics committee (CIEPAL: Comité Institutionnel d'Ethique Pour l'Animal de Laboratoire) (Permit number # A06-088-14-138). Animals were fed using a standard regimen with a normal-iodide diet, except for two animals included in the protocol for dosimetric calculations that received an iodide-poor regimen for 8 days before the study (see below).

### *In vivo* MicroSPECT/CT Studies

^99m^Tc pertechnetate (^99m^TcO_4_^−^) was obtained from a freshly eluted ^99^Mo/^99m^Tc generator. Animals were administered intraperitoneally with ^99m^TcO_4_^−^ activities ranging from 10 MBq to 150 MBq. Thyroid tracer uptake was measured 60 minutes later using a dedicated microSPECT/CT scanner (eXplore speCZT CT120, GE) under gas anesthesia (air and 1-2% isoflurane) in an air-warmed imaging chamber (Minerve, Esternay, France) to keep body temperature constant at 37°C. The SPECT scanner uses a stationary full ring of CZT detectors and a rotating 7-pinhole (1 mm opening) collimator. A total of 350 projections were acquired over 360° in 8 minutes. Images were reconstructed using the manufacturer's 3D-OSEM algorithm (5 subsets and 11 iterations), which incorporates the system's collimator–detector response function and scatter correction. SPECT imaging system calibration for ^99m^Tc volume sensitivity was obtained by correlation of the results with a calibrated well counter using the NEMA protocols [24]. Reconstructed images were analyzed and quantified using AMIDE software [25]. Tracer activity in the thyroid was calculated by converting the total image units measured in a 3D region of interest to MBq using the calibration factor. Thyroid uptake was expressed as percentage of the injected dose (%ID) after decay correction, except for dosimetric calculations (see Figure 1B).

**Figure 1:**
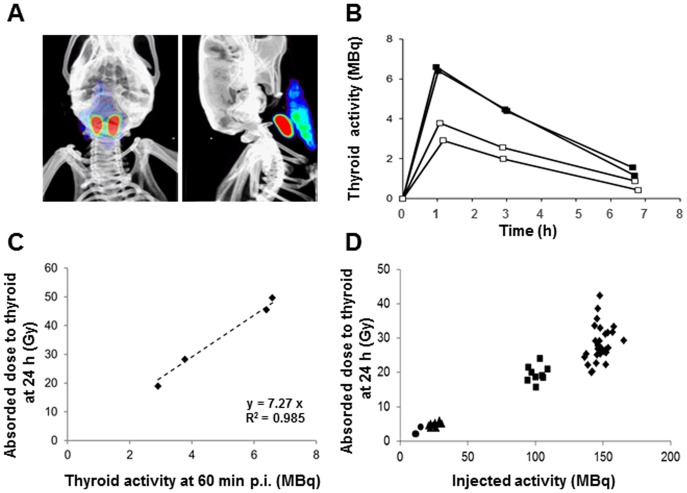
^99m^TcO_4_^−^-SPECT/CT imaging and absorbed dose to the thyroid. (A) Volume-rendered, fused SPECT/CT images in anterior and lateral views demonstrating the thyroid lobes (red) and the salivary glands (blue-green), 60 minutes after ^99m^TcO_4_^−^ administration. (B) Kinetics of ^99m^TcO_4_^−^ activity in the thyroids of four Balb/c mice fed with a normal iodide diet (open squares) or with a low iodide diet (filled squares), obtained upon injection of 150 MBq of ^99m^TcO_4_^−^. The values presented are not corrected for decay. (C) Correspondence between thyroid activity (MBq) at 60 minutes post injection and absorbed dose to the thyroid (Gy) at 24 hours. (D) Absorbed dose to the thyroid at 24 hours in mice injected with 10 MBq (circles, n = 4), 25 MBq (triangles, n = 9), 100 MBq (squares, n = 9) or 150 MBq (diamonds, n = 29) ^99m^TcO_4_^−^.

### Animal Study Protocols

For dosimetric calculations, thyroid SPECT imaging was repeated 1, 3 and 7 hours after intraperitoneal administration of 150 MBq ^99m^TcO_4_^−^ in four mice. Two mice had a standard-regimen diet, two had a poor-iodide-regimen diet for 8 days before the study. This dietary manipulation is known to lead to different thyroid ^99m^TcO_4_^−^ uptake capacity and was used to establish a correspondence between absorbed dose to the thyroid (at 24 hours) and thyroid activity at the peak.

To determine the early effect of an initial administration of ^99m^TcO_4_^−^ on thyroid uptake, 21 animals that received 25 MBq (n = 3), 100 MBq (n = 3) or 150 MBq (n = 15) were imaged again 24 hours after the initial SPECT, using a standard (50 MBq) ^99m^TcO_4_^−^ activity.

To investigate the later impact of the administration of ^99m^TcO_4_^−^ on the thyroid uptake, 12 animals initially received 150 MBq tracer, resulting in an absorbed dose to the thyroid of 27.5±4.1 Gy, ranging from 20.4 to 35.7 Gy. The animals were imaged again 1 (n = 3), 2 (n = 3), 4 (n = 3) or 8 days (n = 3) later, using a standard ^99m^TcO_4_^−^ activity (50 MBq). After the end of the second scan, the animals were culled and, when relevant, biopsies of different organs were collected.

### Dosimetry

The absorbed dose in the thyroid (in Gy) was estimated based on the MIRD formalism [26]. The cumulated activity in the thyroid (Bq.s) was calculated based on quantitative imaging and multiplied by the thyroid self S-value (Gy.Bq^−1^.s^−1^) obtained from Monte Carlo simulation of a representative mouse model. The kinetics of ^99m^TcO_4_^−^ activity in the thyroid are presented in Figure 1B. Activities were not corrected for nuclear decay. Cumulated activity was calculated for each mouse, using a linear fitting model for the uptake phase, and a mono-exponential fitting model for the washout, both implemented in Root software (http://root.cern.ch). No activity was considered at t = 0 and the endpoint for cumulated activity calculation was taken at t = 24 hours.

S-values were calculated based on the realistic-digital-mouse (Moby) whole-body phantoms (version 2), representing a 16-week-old male C57BL/6 mouse [27]. We generated a 22 g mouse model as a 3D rectangular matrix of cubic voxels (200×200×200 μm^3^). The final 3D image dataset was composed of 256×550×256 voxels and saved in a raw format (16-bit; unsigned integer; little-endian; 72 MB). Thyroid mass was reduced to 5.4 mg by applying an erode mask implemented on ImageJ software. Soft tissues, lungs, bones and air density, and material composition [28] were also taken into account for radiation transport purposes.

S-values were calculated using Monte Carlo modeling of radiation transport and energy deposition in the voxel-based mouse model. Up to 10^6^ particles were simulated using GATE (version 6.1), based on the GEANT4 toolkit (version 9.04 patch01), both of which are well-established codes for radiation transport [29], [30], [31].

The voxel-based mouse was implemented with the *CompressedMatrix* option, the most suited function available for dosimetric purposes in that version, and regions of interest were defined using the *range* option. *Physics List Standard Option 3* was used to define physics processes. The deposited energy was scored at the voxel level of the phantom with the DoseActor, *doseDistributionEdep*. Statistical uncertainties were calculated using the associated *UncertaintyEdep* option. GATE was run with Mersenne Twister [32].

The thyroid self S-value was calculated for ^99m^Tc. All detailed photon and electron emissions were based on the “MIRD radionuclide data and decay schemes” [33]. Cubic spline interpolation was applied to all continuous energy spectra used in simulations. The source was assumed to be distributed homogeneously within the thyroid and statistical uncertainties in self S-values were kept below 1%.

### Membrane Vesicle Preparation And SDS-PAGE Analyses

Thyroid membrane proteins were obtained as previously described [34] and subjected to SDS-PAGE electrophoresis. Western blotting was performed with antibody 25 anti-mouse NIS, an affinity-purified rabbit immunoreactive serum fraction, as previously described [35], an anti-Ser139 phospho H2AX mouse monoclonal Ab (Millipore, France), or with an anti-β-actin antibody (Sigma).

### RNA Extraction, Quantitative RT-PCR and Microarrays

Extraction of total RNA from mouse thyroid, and quantitative RT-PCR, were performed as previously described [36], [37], [38]. Relative mRNA expression levels were determined using ΔCt values obtained by subtracting Ct control (mouse actin) from Ct target gene (mouse NIS), and expressed using the comparative CT method (2^−ΔCT^).

For microarray analysis, RNA samples were labeled with Cy3 dye using the Low RNA Input QuickAmp Kit (Agilent), as recommended by the supplier. Labeled cRNA probes (400 ng) were hybridized on 8×60K high-density SurePrint G3 gene mouse GE 8×60K Agilent microarrays. Four biological replicates were performed for each experimental condition. The experimental data are deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under the record number, GSE46470. Normalization of microarray data was performed using the Limma package (http://www.bioconductor.org). Interslide normalization was performed using the quantile methods. Means of ratios from ^99m^Tc-treated versus control tissues were calculated and B-test analysis was performed. Differentially expressed genes were selected based on an adjusted p value of 0.05. Data from expression microarrays were analyzed for enrichment in biological themes (Gene Ontology molecular function and canonical pathways) and biological networks were built using Ingenuity Pathway Analysis software (http://www.ingenuity.com/) and Mediante [39].

### Histology/Immunohistochemistry

Formalin-fixed, paraffin-embedded thyroid and salivary gland tissue sections were stained with hematoxylin/eosin for morphologic evaluation. Mouse NIS and phospho-Histone H2AX immunostaining were performed using a rabbit polyclonal anti-NIS antibody (antibody 25, see [35]) and an anti-Ser139 phospho H2AX rabbit mAb (Cell Signalling, France), followed by HRP-conjugated anti-rabbit antibodies and the avidin-biotin complex immunoperoxidase method, respectively. Apoptosis (TUNEL) staining was performed using the pro-TUNEL assay kit (Euromedex, France). The sections were analyzed by a certified veterinary pathologist.

### Statistical Analysis

Dual comparisons were made using the Student's t-test and comparisons between multiple conditions were analyzed using ANOVA. Statistical significance was set at p<0.05.

## Results

### Dosimetric calculations

Figure 1A presents typical, volume-rendered, fused SPECT/CT images in anterior and lateral views of the thyroid region. ^99m^TcO_4_^−^ is accumulated in the thyroid (red) and the salivary gland (blue-green). To measure precisely the thyroid ^99m^TcO_4_^−^ content, regions-of-interest excluding the salivary glands were drawn around the entire thyroid. The kinetics of ^99m^TcO_4_^−^ uptake and release in the thyroid were measured by SPECT/CT on live, anesthetized mice, 60 minutes, three hours, and seven hours after intraperitoneal administration of 150 MBq ^99m^TcO_4_^−^. Figure 1B shows that the radioisotope content in the thyroid reaches its maximal value within one hour after ^99m^TcO_4_^−^ injection, thereafter decreasing progressively to reach near-basal levels at an estimated time of 8 hours. To enrich the dataset, we performed a similar experiment on animals that were fed on a poor-iodide diet. Accumulation of ^99m^TcO_4_^−^ in the thyroid followed the same overall pattern (Figure 1B) but the value at the peak averaged 6.5 MBq with a low-iodide diet while it averaged 3.5 MBq in mice fed a normal-iodide diet. Dosimetric calculations based on these pharmacokinetic data are detailed in Material S1. They indicate that the thyroid self S-value was 4.55E^−10^ Gy.Bq^−1^.s^−1^. In these experimental conditions, the peak activity measured in the thyroid (ranging from 3 to 7 MBq) was strongly correlated (R^2^ = 0.985) with the cumulated activity, and hence with the absorbed dose to the thyroid at 24 hours (range 18.9 to 49.6 Gy) (Figure 1C). Based on these kinetics and calculations, SPECT/CT analyses of thyroid activity throughout the study were systematically performed 60 minutes after radioisotope administration and, when relevant, transformed into absorbed doses. Absorbed doses to the thyroid at 24 hours averaged 2.6±1.0, 4.8±0.7, 19.6±2.4, and 28.4±5.2 Gy, for injected activities of 10, 25, 100 and 150 MBq, respectively (Figure 1D). Thyroid activity (expressed as %ID) was 2.84±0.63, 2.6±0.35, 2.67±0.33 and 2.63±0.47 in mice injected with 10 (n = 4), 25 (n = 9), 100 (n = 9) or 150 (n = 29) MBq ^99m^TcO_4_^−^, respectively. MBq, respectively (Figure 1D).

### Dosimetric Requirement For ^99m^TcO_4_^−^-Mediated Thyroid Stunning

Figure 2 shows that the threshold of initial absorbed dose required to observe a significant reduction (p = 0.048) in the capacity of the thyroid to take up ^99m^TcO_4_^−^ one day later was 22 Gy. In animals that received less than 22 Gy, the average decrease in ^99m^TcO_4_^−^ uptake was 3.95%, while in animals that received more than 22 Gy it was 17.5%.

**Figure 2:**
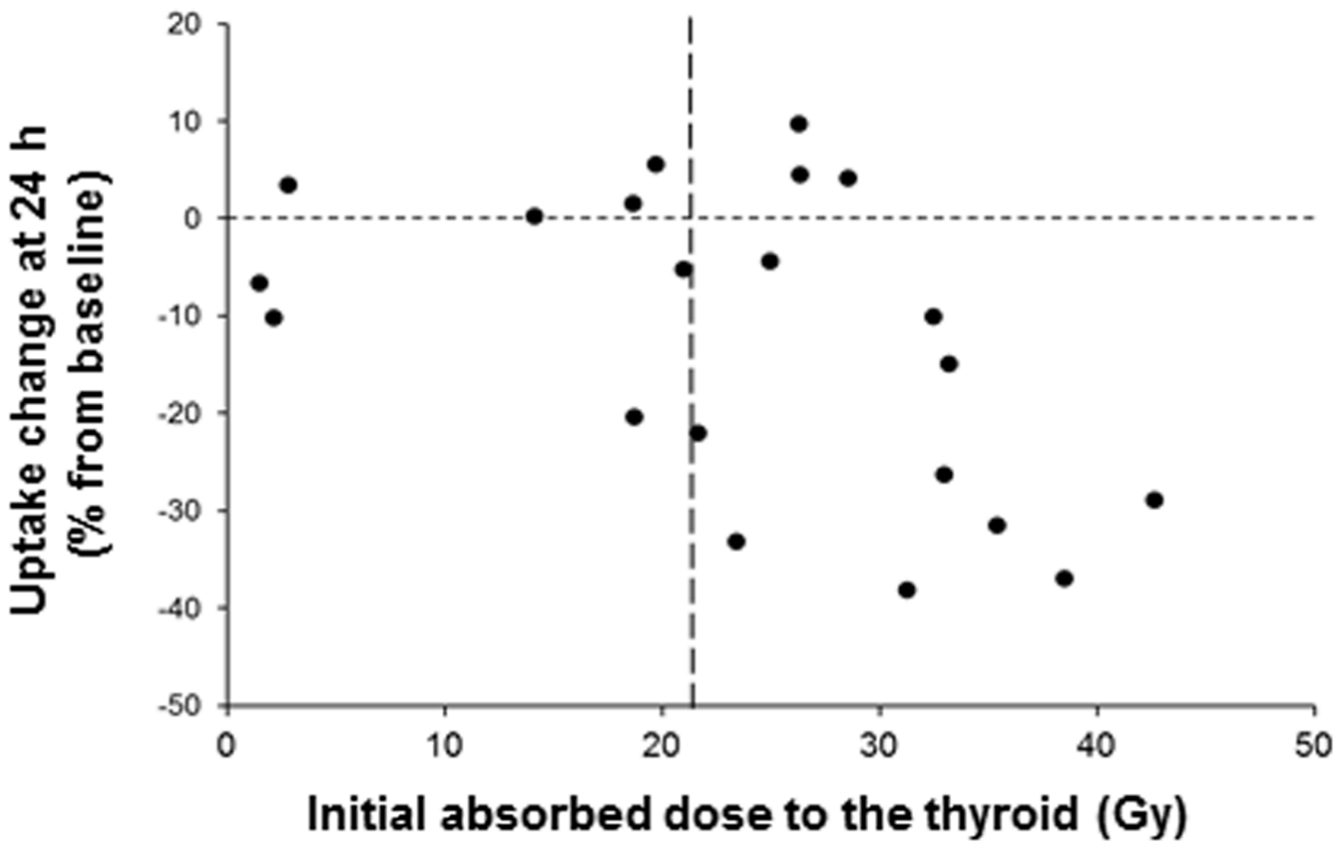
Changes in thyroid uptake 24^99m^TcO_4_^−^. Mice were injected with various amounts of ^99m^TcO_4_^−^ (25 to 150 MBq). Twenty-four hours later, a standard dose of 50 MBq ^99m^TcO_4_^−^ was injected to determine the capacity of the thyroid to take up the radioisotope. The figure represents the relationship between the initial absorbed dose to the thyroid (in Gy) and the percent change in ^99m^TcO_4_^−^ uptake 24 hours later.

### Kinetics of ^99m^TcO_4_^−^-mediated thyroid stunning

Using longitudinal follow up of individual mouse thyroids by SPECT/CT imaging, we next determined whether the ^99m^TcO_4_^−^-mediated stunning was reversible. Thyroid activity was measured at day 0, upon administration of 150 MBq of ^99m^TcO_4_^−^, resulting in an absorbed dose to the thyroid of 30 Gy, and reassessed after reinjection of ^99m^TcO_4_^−^, at either day 1, 2, 4, or 8. Figure 3 shows that a single 30 Gy irradiation of the thyroid reduced the magnitude of ^99m^TcO_4_^−^ thyroid uptake by 45% at 24 hours. This impairment in thyroid uptake was observed for up to two days and the ability of the gland to take up the radiotracer was completely restored four days after the initial administration of ^99m^TcO_4_^−^. These data demonstrate that the stunning is rapidly reversible.

**Figure 3:**
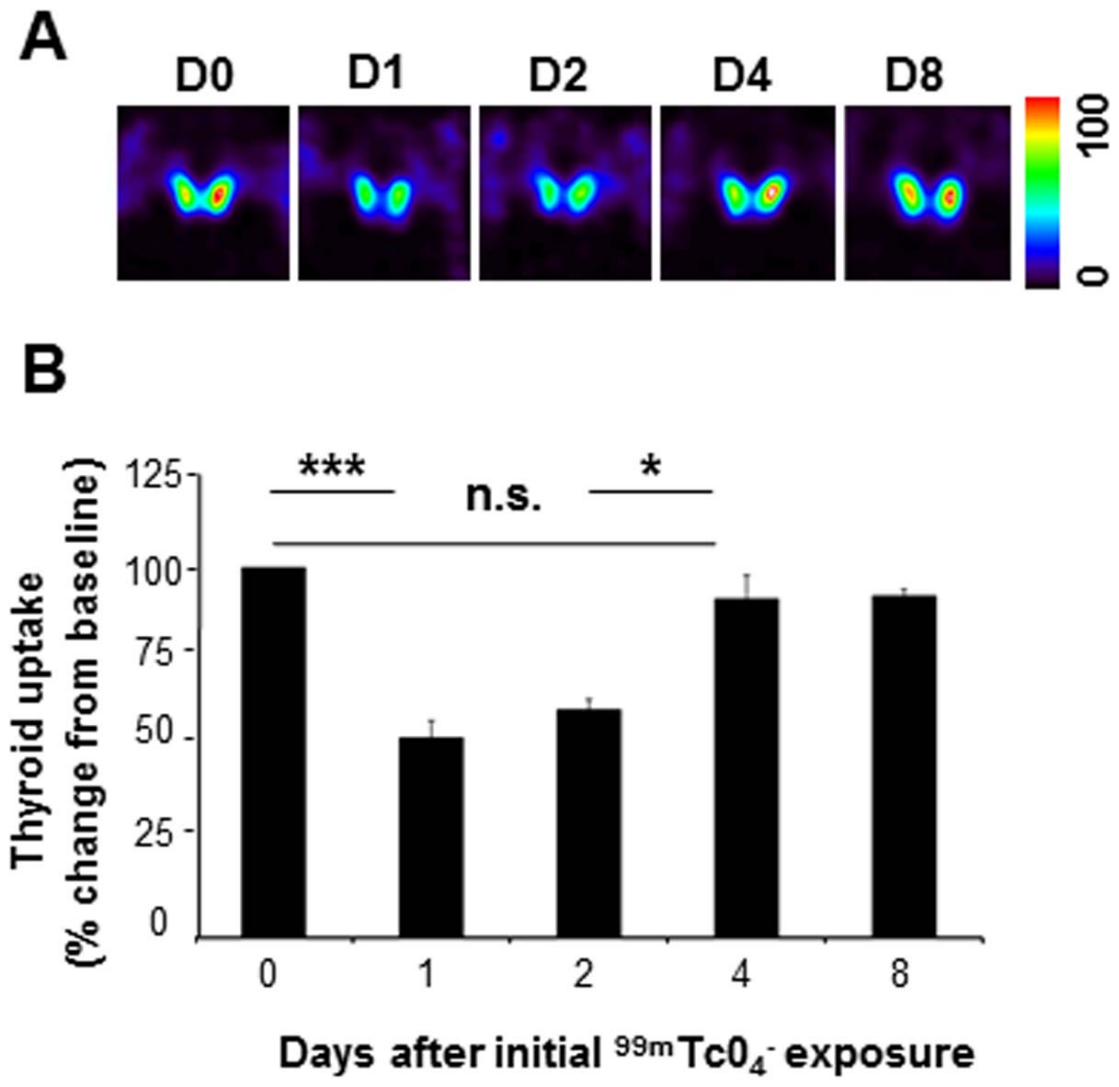
Longitudinal follow up of ^99m^TcO_4_^−^-mediated thyroid stunning by SPECT/CT. ^99m^TcO_4_^−^ uptake in the thyroid was measured by SPECT/CT in 12 mice at day 0 (D0) and again at day 1 (D1, n = 3), day 2 (D2, n = 3), day 4 (D4, n = 3), or day 8 (D8, n = 3). The second scan was performed by injecting a dose of 50 MBq ^99m^TcO_4_^−^. (A) Representative SPECT/CT images of ^99m^TcO_4_^−^ uptake by the thyroid. The images are normalized (100%) to the voxel with the highest activity in the series. (B) Thyroid uptake presented as percentage of the value at day 0± SD. (*: p<0.05; ***: p<0.001).

### Effect of ^99m^Tc exposure on NIS protein- and mRNA expression

NIS mRNA levels in mouse thyroid glands were measured 24 hours after a single exposure to ^99m^TcO_4_^−^ (Figure 4A). Expression was high in untreated thyroids but was downregulated by 2.5-fold (P = 0.0007) and 12-fold (P = 0.003) after exposure to 20 Gy and 30 Gy, respectively. In contrast, absorbed doses of 5 Gy failed to induce any significant reduction in the messenger levels. In addition, no marked variation was measured in the mRNA levels of the housekeeping gene, β-actin, measured in the same RNA preparation. To assess whether the reduction in NIS mRNA was associated with the irradiation induced by ^99m^TcO_4_^−^ or to a pharmacological effect of ^99^Tc, we injected mice with a solution of 150 MBq ^99m^TcO_4_^−^ that had been left to decay for three days (about 12 periods). In these conditions, we estimate that the activity of ^99m^TcO_4_^−^ injected is 0.04 MBq, leading to an 8mGy irradiation of the thyroid. In these conditions, most of the technetium is in the form of ^99^Tc. Although ^99^Tc is radioactive, its half-life is very long (211000) years and we can consider that during the course of the experiment (1 day) the irradiation from ^99^Tc is negligible. As expected, injection of a three-days decayed solution of ^99m^TcO_4_^−^ failed to affect the level of NIS mRNA (Figure 4B), suggesting that the stunning induced by ^99m^TcO_4_^−^ is dependent on irradiation.

**Figure 4:**
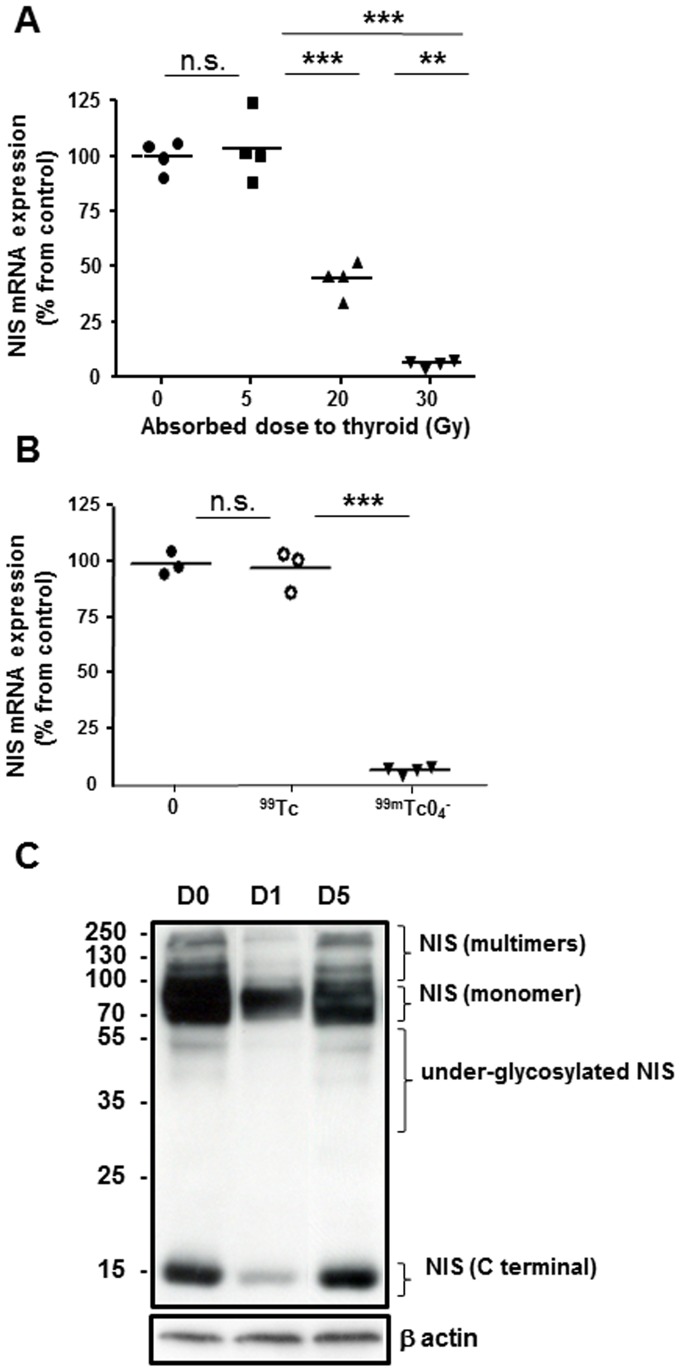
Expression of NIS mRNA and protein in thyroids of mice 24^99m^TcO_4_^−^. (A) Quantitative RT-PCR analyses of NIS expression in control thyroids or thyroids exposed to 5 Gy, 20 Gy or 30 Gy. The means (n = 4 mice/group) are presented (horizontal bars) as well as each individual point. (**: p<0.01; ***: p<0.001). (B) Quantitative RT-PCR analyses of NIS expression in control thyroids or thyroids exposed to decayed ^99m^TcO_4_^−^ (^99^Tc on the figure) or 30 Gy of ^99m^TcO_4_^−^ (^99m^TcO_4_^−^ on the figure). The means (n = 3 to 4 mice/group) are presented (horizontal bars) as well as each individual point. (C) Western blot analyses of NIS expression levels assessed on membrane preparations from thyroids of control mice or from thyroids extracted 1 and 5 days after exposure to 30 Gy ^99m^TcO_4_^−^. The immunoblot shown is representative of three independent experiments.

Western blot analyses of NIS protein expression were performed using membrane preparations from mouse thyroids, 24 hours after a single exposure to 30 Gy ^99m^TcO_4_^−^. Figure 4C shows a marked reduction in the amount of all functional NIS forms, including the higher molecular weight species likely to correspond to multimers and dimers as well as the monomers (90 kDa), compared with control tissues. Although not functional by itself, the 15 kDa band corresponding to the small C-terminal fragment of mNIS [35] was also markedly reduced. Re-expression of all functional NIS isoforms was observed within 5 days following the initial administration of ^99m^TcO_4_^−^, thus demonstrating that the stunning is rapidly reversible (Figure 4C).

### Histologic analysis of ^99m^TcO_4_^−^-exposed thyroids

Hematoxylin-eosin–stained sections of ^99m^TcO_4_^−^-exposed thyroids (absorbed dose of 30 Gy) showed normal thyroid histology, with intact colloid-containing follicles comparable with those of control mice, with no microscopic signs of cytotoxicity (Figure 5A). As a positive control, administration of a therapeutic dose of ^131^I (500 Gy to the thyroid for 24 hours) was used. In this latter condition, the interstitium appears to be expanded by the infiltration of inflammatory cells not present in control or ^99m^TcO_4_^−^-exposed thyroids (Figures 5B). To detect whether these exposures were associated with apoptosis, TUNEL staining was performed. Figure 5C shows a very similar situation in control thyroids and thyroids from ^99m^TcO_4_^−^-exposed animals. By contrast, a strong nuclear TUNEL staining is observed on thyroid sections obtained from mice injected with 500 Gy ^131^I (Figure 5C). More specifically, analysis of 10 randomly-selected fields showed 8 TUNEL-positive nuclei in control thyroids, 9 TUNEL-positive nuclei in ^99m^TcO_4_^−^-exposed thyroids and more than 100 TUNEL-positive nuclei in^131^I-exposed thyroids. These results, combined with the observation that ^99m^TcO_4_^−^-mediated thyroid stunning is recovered within five days of the initial exposure to the radioelement, strongly suggest an absence of significant destruction of the thyroid in response to ^99m^TcO_4_^−^ exposure.

**Figure 5:**
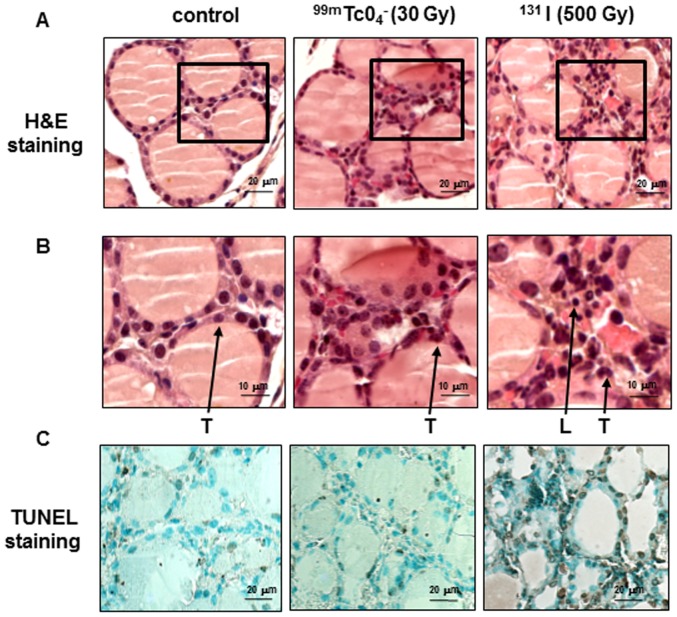
Histology of mouse thyroids 24^99m^TcO_4_^−^ or ^131^I-iodide. (A) Hematoxylin/eosin-stained sections of thyroids show intact morphology after exposure to ^99m^TcO_4_^−^ (30 Gy), but microscopic histological alterations in ^131^I (500 Gy)–exposed thyroids. The squares in the different sections represent the magnified areas presented in (B). (B) Close-up views of the H&E sections presented in (A). L: nuclei of leukocytes, T: nuclei of thyrocytes. (C) Representative apoptosis TUNEL staining of thyroid sections shows rare immunoreactive cells in control and ^99m^Tc-injected mice, but numerous TUNEL-positive nuclei within the thyroids of ^131^I-injected mice.

### Induction of double-strand DNA break repair in ^99m^TcO_4_^−^-exposed thyroids

We next assessed whether exposure to ^99m^TcO_4_^−^ could lead to the induction of double-strand DNA break repair within the thyroid by following the level of phosphorylation of histone-2AX (γH2AX) [40]. A dose-dependent histone-2AX phosphorylation was detected, by Western blot, on extracts obtained from mouse thyroids subjected to 5, 20 and 30 Gy (Figure 6A). This observation was confirmed by immunohistochemistry (Figure 6B). Foci of nuclear γH2AX immunostaining were visible in sections generated from thyroid sections exposed to 30 Gy. To determine whether the presence of double-strand breaks is dependent on the uptake of the radioisotope by the cells, we next looked at the foci of nuclear γH2AX immunostaining in the salivary glands. In these glands, NIS is selectively expressed in the epithelial cells lining the ducts (Figure 6B) and γH2AX immunostaining was only detected in the nuclei of these ductal cells. This observation strongly suggests that the presence of double-strand breaks is dependent on the uptake of ^99m^TcO_4_^−^ by the cells.

**Figure 6:**
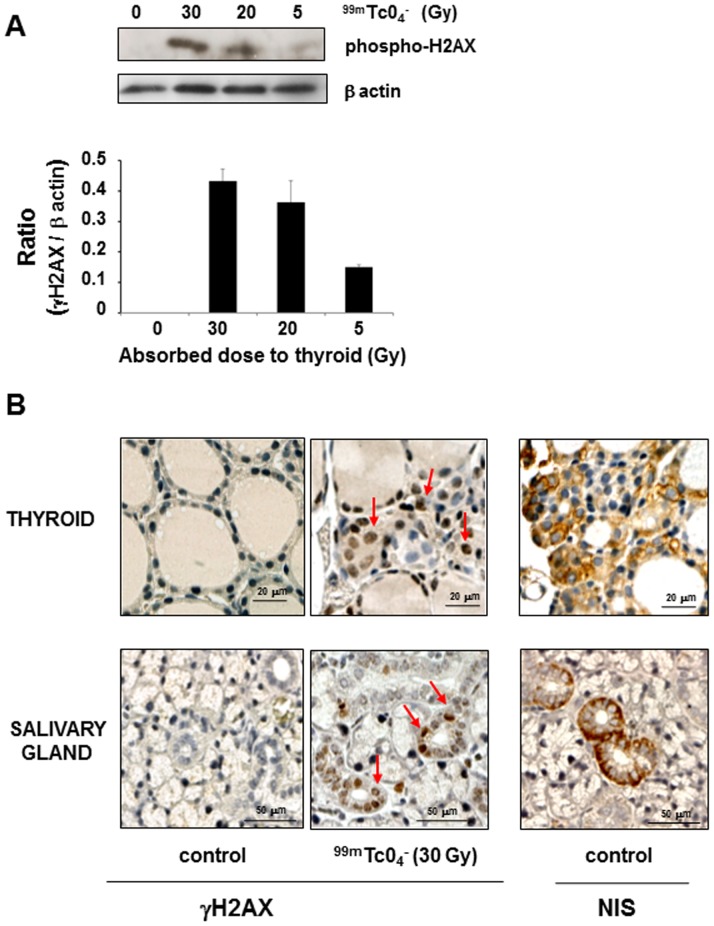
γH2AX foci in thyroids and salivary glands of mice 24 hours after administration of ^99m^TcO_4_^−^. Mice were injected with various activities of ^99m^TcO_4_^−^ and culled 24 hours later for biopsy collection. (A) Western blotting of protein homogenates obtained from mouse thyroids subjected to different levels of irradiation. Results represent the normalized increase in H2AX phosphorylation level compared with the control condition. Protein quantification was performed with image J software. (B) Representative sections of thyroids or salivary glands of control mice or mice exposed to 30 Gy ^99m^TcO_4_^−^ were stained with a γH2AX- or NIS-specific antibody. Arrows represent foci of DNA double-strand break repair (γH2AX-positive nuclei). The figures presented are representative of 2 and 6 independent experiments for Western blot (A) and immunohistochemistry (B), respectively.

### Global pattern of gene expression in thyroids of ^99m^TcO_4_^−^-exposed versus control mice

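Gene expression was measured on 8 one-colour Agilent mouse microarrays, 1 for each thyroid. Of these thyroids, 4 came from control mice and 4 from mice whose thyroids had received an absorbed dose of 30 Gy from 99mTcO_4_-, and RNA was taken 24 hours after administration. The controls are numbered 1 to 4, and the exposed thyroids are named S539, S588, S589 and S590. Each array carried 59305 spots for mouse transcripts, which represent 55681 different probes. In a one-colour design each array holds a single labelled sample, so the brightness of a spot stands for the amount of the transcript its probe binds. Between 60.5% and 75.01% of the spots on the control arrays were well above background (median 67.8%), and between 70.9% and 77.3% on the exposed arrays (median 73.8%). The 75th percentile of the background-subtracted signal lay between 701 and 1230.0 on the control arrays (median 1161) and between 712 and 891 on the exposed arrays (median 807). No spot was saturated on any array. All arrays lay on 1 slide read in 1 scan, with the exposed samples in the first positions and the controls in the remaining ones, so position and group cannot be told apart. The authors extracted the spots with Agilent's Feature Extraction software and normalized the arrays against each other by quantiles in the limma package. Their deposited log2 values differed by at most 0.038 from quantile-normalized log2 values of each spot's median signal, to which no background subtraction had been applied. Here the software's background-subtracted signal was put on the log2 scale, quantile-normalized between arrays and averaged over the spots of each probe. Each probe was then tested with limma (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over the 55681 probes and a threshold of 0.05. The number of arrays limits the precision of every value.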

To determine the impact of ^99m^TcO_4_^−^ exposure on the thyroid, total RNA, extracted from four untreated thyroids and four thyroids exposed to 30 Gy with ^99m^TcO_4_^−^, was analyzed using whole genome mouse microarrays. Total RNA was collected 24 hours after radioisotope administration. 

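Between the exposed and the control thyroids, 435 probes passed limma's threshold on the adjusted p, of which 327 were higher and 108 lower in exposed thyroids. At an unadjusted p under 0.05 there were 6772 probes. A gene was counted once, through its RefSeq probe of highest mean signal, and was called where that probe passed the threshold with a log2 fold change of at least 1 in either direction and a mean log2 signal of at least 7, the smallest absolute values in Table S1. By this rule 195 of the 13767 RefSeq genes bright enough to be called differed, 155 of them higher and 40 lower in exposed thyroids. In all 195 genes the 4 exposed arrays lay on one side of the 4 control arrays. Chance gives this in a share of 0.0286 of unselected genes, but the 195 were selected for a difference between the same arrays, so the separation follows from the choice and is no test. Of the called probes 75.2% were higher, against 84.7% with each array scaled to its 75th percentile and 67.5% in the deposited values. The deposited values gave 204 genes higher and 109 lower, and leaving out 1 array left as few as 53 called genes, without S590. Among the called genes, the largest rises were in 1700007K13Rik with a log2 fold change of 5.52, Gtse1 with 5.01, Nkx2-9 with 4.88, Psapl1 with 4.39 and Cox6b2 with 4.33. The probe of 1700007K13Rik was well above background on 2 of the 4 control arrays, that of Gtse1 on 2 and that of Nkx2-9 on 1, so the size of these rises depends on signals near background. In the deposited values the log2 fold change was 4.46 for 1700007K13Rik, 4.20 for Cox6b2, 4.16 for Psapl1, 3.56 for Nkx2-9 and 3.30 for Gtse1, which is another order. The largest falls were in Slc5a5, Slc26a10 (−2.65), Dio1 (−2.46), Socs1 (−2.45) and Cx3cr1 (−2.43). The dimmer probe of Cx3cr1 that Table S1 gives had a log2 fold change of −3.43. Leaving out 1 array took Slc5a5, Gtse1, Dio1 and Socs1 to the other side of limma's threshold. The adjusted p was then 0.0545 for Gtse1 without S590, up to 0.0615 for Dio1 without control replicate 2, S539, S589 or S590, and up to 0.0722 for Socs1 without control replicate 2, S589 or S590.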

The comparison between these two conditions showed a significant modulation of 306 transcripts annotated in the RefSeq database, corresponding to 191 up- and 115 downregulated genes in the ^99m^TcO_4_^−^-exposed thyroids (Table S1 and Figure 7). These transcripts efficiently discriminated ^99m^TcO_4_^−^-exposed from control thyroids. 

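The log2 signals of the 306 transcripts of Table S1 were summarised by principal components, the axes along which the arrays differ most. The first component held 89.7% of their variance and placed all 4 control arrays on one side and all 4 exposed arrays on the other, with an empty gap of 79.0% of the whole range. These transcripts were chosen for their difference between the same arrays, so a wide gap follows from the choice. Over all probes the first component held 24.5% of the variance, and the groups overlapped by a small margin because control replicate 1 fell among the exposed arrays, with a gap of −2.97% of the range. The deposited values, over all probes, gave a gap of 49.5%. Pearson correlations across all probes, which are not independent replicates, lay between 0.949 and 0.973 for pairs of control arrays, between 0.955 and 0.975 for pairs of exposed arrays, and between 0.943 and 0.971 for pairs of 1 control and 1 exposed array.

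**Figure D1:**
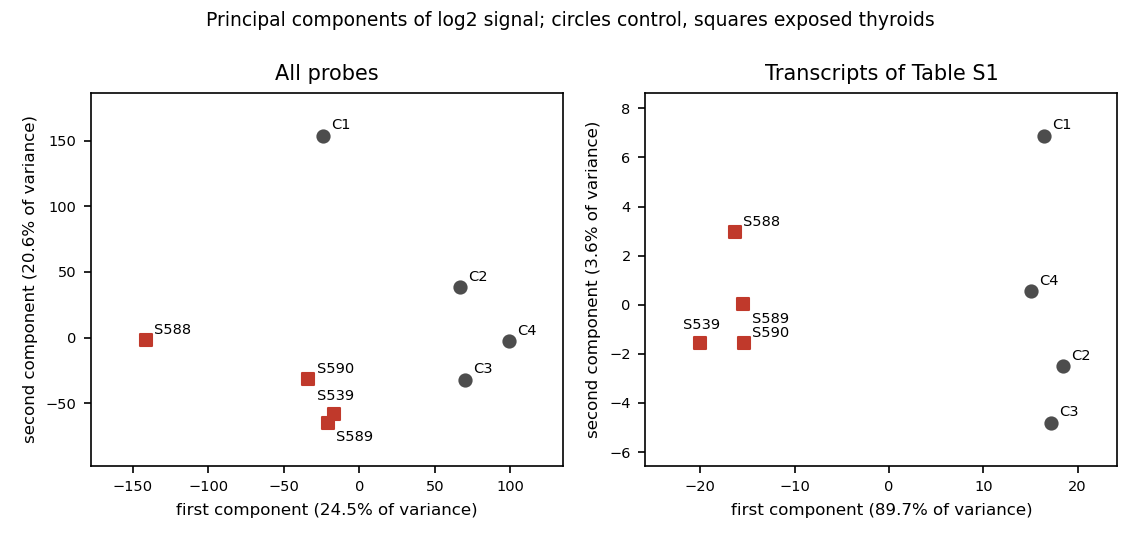
First and second principal components (no unit) of the log2 signal of each array, over all probes on the left and over the 306 transcripts of Table S1 on the right, with control arrays as circles (C1 to C4) and exposed arrays as squares. On the right the groups are 79.0% of the range apart on the first component, and on the left control replicate 1 sits among the exposed arrays on that component.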

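Slc5a5, which encodes the sodium iodide symporter NIS, was measured by a RefSeq probe on chromosome 8 from 73407495 to 73407554 of the mm9 genome build. Its log2 signal was 11.46 ± 0.79 (SD, n = 4) in control thyroids and 7.93 ± 0.43 (SD, n = 4) in exposed thyroids. The log2 fold change was −3.53 with a standard error of 0.41, and limma's adjusted p was 0.0137. Every exposed array was below every control array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). With each array left out in turn the log2 fold change stayed between −3.82 and −3.22, but limma's adjusted p rose to 0.0560 without control replicate 2, 0.0524 without S589 and 0.0574 without S590. The gene for the transcription factor Pax8 was measured on chromosome 2 from 24276147 to 24276206. Its log2 signal was 13.71 ± 0.50 (SD, n = 4) in control thyroids and 13.13 ± 0.25 (SD, n = 4) in exposed thyroids. This log2 fold change of −0.58 (standard error 0.27) did not pass the threshold (limma's adjusted p = 0.437), and the groups overlapped (two-sided exact permutation test, p = 0.0857). A fall of Pax8 of this size was therefore not separable from the spread between arrays. Actb, a gene often used as a reference, had a log2 fold change of −0.21 with a limma adjusted p of 0.717.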

As expected from the data presented in Figure 4, NIS (*Slc5a5*) mRNA appeared to be among the most significantly downregulated transcripts in ^99m^TcO_4_^−^-exposed cells, while Pax8, a transcription factor regulating NIS, appeared to be unaffected (Figure 7). 

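A list of 60 genes known as p53 targets was set against the called genes. It was written from general knowledge, not from the pathway collections used in the study, but with Table S1 in view. Table S1 was chosen on these same arrays, so the overlap of the list with the called genes is no independent test. Of the 60 genes, 55 were bright enough to be called, and 27 were called, all of them higher in exposed thyroids. With no association 0.779 would be called (two-sided Fisher's exact test against the genes bright enough to be called, p = 5.15e-36, which treats genes as independent). The count lay between 12 and 26 when each array was left out in turn. The study's own list under p53 signaling in Table S2 holds 15 genes, and it was picked from these same arrays. All 15 were higher in exposed thyroids, with log2 fold changes from 1.54 to 3.83, and in all 15 the exposed arrays lay above the control arrays. The genes were read by the probes of Table S1, or by the brightest RefSeq probe for Lrdd, which is outside it. Lrdd was read for PIDD, and mouse Tnfrsf10b for TNFRSF10A. Limma's adjusted p passed the threshold for 11 of these 15 probes here and for 15 in the deposited values. The remaining 4 were those of Ccng1 (log2 fold change 1.81, adjusted p 0.0584), Bcl2l1 (1.62, 0.0584), Gadd45g (1.60, 0.0606) and Apaf1 (1.54, 0.110). A brighter probe of Bcl2l1 passed, with 1.18 and 0.0395, so Bcl2l1 is among the 195 called genes. Leaving out 1 array also took the probes of Mdm4, Trp53inp1 or Perp to the other side of the threshold, with adjusted p up to 0.0819 for Mdm4 without S589, 0.0590 for Trp53inp1 without S589 and 0.0574 for Perp without S590, and brought Ccng1 past it without control replicate 4 (0.0117).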

Gene ontology analysis using the Mediante information system [39] and Ingenuity Pathway™ showed a very strong association of these modulated transcripts with “p53 signaling” (P = 1.4×10−10) (Table S2). 

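The cell cycle inhibitor gene Cdkn1a, measured on chromosome 17 of mm9 from 29237377 to 29237436, had a log2 signal of 11.22 ± 0.44 (SD, n = 4) in control and 15.05 ± 0.48 (SD, n = 4) in exposed thyroids. This is a log2 fold change of 3.83 with a standard error of 0.30 and a limma adjusted p of 0.0032. Further probes of Cdkn1a gave 3.63 and 2.72. Rprm, on chromosome 2 from 53936668 to 53936727, went from 7.54 ± 0.36 to 11.19 ± 0.40, a log2 fold change of 3.66 (standard error 0.26, limma's adjusted p = 0.00286). For Bax, on chromosome 7 from 52717122 to 52717181, the signal was 12.31 ± 0.09 in control and 14.29 ± 0.19 in exposed thyroids. Its log2 fold change was 1.98 (standard error 0.14, limma's adjusted p = 0.00286). Mdm2, on chromosome 10 from 117126010 to 117126069, had 13.15 ± 0.17 and 15.47 ± 0.42, and rose by 2.32 on the log2 scale (standard error 0.23, limma's adjusted p = 0.00714). Fas, on chromosome 19 from 34402164 to 34402223, had 10.71 ± 0.17 and 12.66 ± 0.30, and rose by 1.95 (standard error 0.18, limma's adjusted p = 0.00662). Each ± is an SD over 4 arrays. For each of these 5 genes, every exposed array was above every control array, and the rise was larger than the spread within either group. Leaving out any single array kept all 5 past the threshold.

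**Figure D2:**
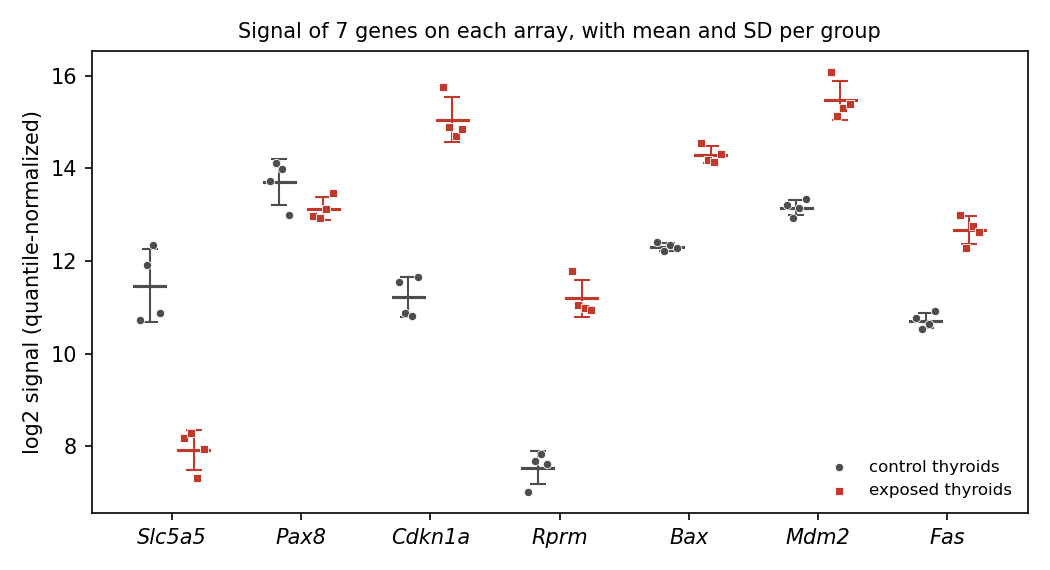
Quantile-normalized log2 signal of 7 genes on each array, with control thyroids as circles and exposed thyroids as squares, and with the mean and SD of each group as bars. The groups overlap for Pax8 and are apart for the other genes, with Slc5a5 lower and Cdkn1a, Rprm, Bax, Mdm2 and Fas higher in exposed thyroids.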

Several genes regulated by p53 were strongly upregulated in 99mTcO4−-exposed thyroids, including cyclin-dependent kinase inhibitor, p21 (p21/Cdkn1a/Waf1/Cip1), reprimo/p53-dependent G2 arrest mediator candidate (Rprm), BCL2-associated X protein (Bax), p53 E3 ubiquitin protein ligase (Mdm2) and members of the TNF receptor family, Fas (Apo-1, Apt1, CD95, Fas1, Fastm, Tnfrsf6) (Table S2).

**Figure 7:**
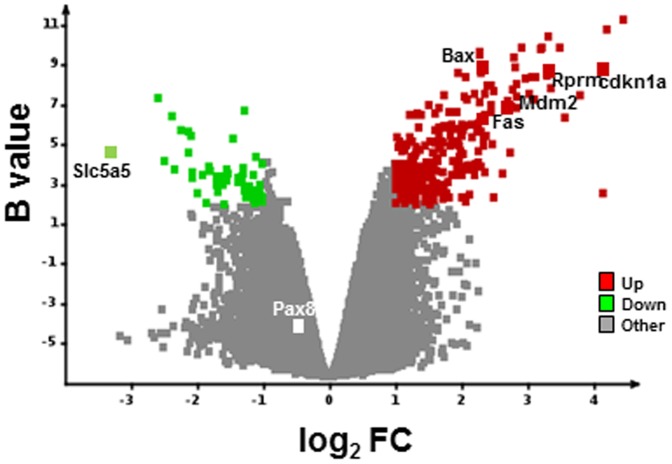
Global pattern of gene expression in thyroids of ^99m^TcO_4_^−^-exposed versus control mice. RNA samples from thyroids of control or ^99m^TcO_4_^−^-exposed mice were harvested (n = 4 per group) 24 hours after radioisotope or saline administration and expression profiles were determined with Agilent arrays. Volcano plot showing the distribution of differentially expressed transcripts between ^99m^TcO_4_^−^-exposed *versus* control thyroids. Log(base2) of the fold-change (LogFC) is plotted against the B-statistic value for each transcript. Several transcripts – NIS/Slc5a5, Pax8, and a subset of p53-regulated genes (*p21/cdkn1a, Rprm, Bax, Mdm2, Fas*) – are highlighted. Significantly down- and upregulated genes are shown in green and red, respectively.

## Discussion

The first aim of this study was to determine whether ^99m^TcO_4_^−^ was capable of inducing stunning, *in vivo*, in mouse thyroid glands. Our data show that an irradiation above 22 Gy via ^99m^TcO_4_^−^ accumulation in the thyroid leads, in the vast majority of cases, to a marked reduction (up to 40%) in the ability of the thyroid to take up the same radioisotope 24 hours later. This stunning effect, induced by a single injection of ^99m^TcO_4_^−^, could be observed for up to two days, and the ability of the thyroid to accumulate the radiotracer was completely recovered four days after the initial administration of ^99m^TcO_4_^−^. At the molecular level, the initial accumulation of ^99m^TcO_4_^−^ in the thyroid gland led, 24 hours later, to a reduction of NIS mRNA as well as a diminution of all forms of the NIS protein present at the membrane. Histological analysis of thyroid sections did not demonstrate any significant areas of cell death/necrosis in ^99m^TcO_4_^−^-exposed compared with control animals. Altogether, these results are consistent with a stunning effect, defined as a marked diminution of ^99m^TcO_4_^−^ uptake by the thyroid, independent of any significant tissue destruction. The reversibility of this stunning within a few days confirms this hypothesis.

The kinetics of residence of the radioisotope were determined by analysis of SPECT/CT images. Pharmacokinetic data showed that the peak ^99m^TcO_4_^−^ content in the thyroid was reached within 1 hour after intraperitoneal injection and strongly correlated with the cumulated dose at 24 hours. These data are in agreement with the previously published biodistribution of ^99m^TcO_4_^−^ measured by direct counting of radioactivity in biopsies collected at different times from different animals [41]. Our dataset highlights the fact that small-animal SPECT imaging is a very powerful tool, capable of generating reliable data, whilst minimizing the number of experimental animals. Dosimetric calculations revealed that the ^99m^TcO_4_^−^-mediated thyroid stunning effect requires an absorbed dose in the thyroid in the range of 20 Gy, observed in animals injected with an activity of 150 MBq. Activities from 74 to 370 MBq ^99m^TcO_4_^−^ are administered to patients during routine thyroid examination, leading to an absorbed dose to the thyroid below 20 mGy (Society of Nuclear Medicine Procedure Guideline for Thyroid Scintigraphy, http://interactive.snm.org/docs/Thyroid_Scintigraphy_V3.pdf). This large difference in absorbed dose to the thyroid between humans and mice can be explained by the larger volume of distribution of the radioisotope in humans. In addition, all mouse thyrocytes are reported to express NIS, while its expression in human thyrocytes is only patchy [42]. Thus, although ^99m^TcO_4_^−^-mediated thyroid stunning is a real phenomenon in mice, it is very unlikely to be encountered in clinical practice.

The biological events associated/concomitant with ^99m^TcO_4_^−^-mediated stunning were studied by comparing the global pattern of gene expression in the thyroid glands of ^99m^TcO_4_^−^-exposed versus control mice. Several genes were found to be up- or downregulated (see Table S1). Amongst these, the NIS gene (*slc5a5*) was the most highly downregulated. This result is intriguing as the most downregulated gene encodes the protein responsible for the radioisotope uptake, and therefore for the irradiation of the cell. This phenomenon bears the hallmark of an adaptive response of the thyroid to irradiation. 

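Ranked by log2 fold change among the 40 RefSeq genes called lower in exposed thyroids, Slc5a5 was number 1. By limma's p it was number 4. In the deposited values it was number 1 by fold change and number 5 by p among the 109 genes called lower. Among the probes of all kinds that were lower, without a limit on signal, it stood at number 4 by fold change and number 19 by p in the background-subtracted signal used here. In the deposited values it stood at number 1 and number 9 among these, and with normexp and without background correction also at number 1 by fold change. With 1 array left out, its place by fold change among these ran from number 2 without S588 to 44 without control replicate 3. Among the genes called lower it then stayed number 1 by fold change where it was called. It was not called without control replicate 2, S589 or S590.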

Analysis of the whole dataset indicates, with a very high statistical significance (P value in the range of 10^−16^), that the variation in gene expression observed in the thyroids of ^99m^TcO_4_^−^-exposed animals is the result of activation of the p53 pathway. This pathway is typically activated when cells are subjected to stress [43]. 

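As a set, the 60 p53 target genes had a median log2 fold change of 1.23, with 49 genes higher and 11 lower in exposed thyroids. The camera test of limma, with a preset correlation between genes of 0.01, gave p = 5.26e-27 after adjustment over 24 gene lists. With the correlation estimated from the 8 arrays the same test gave p = 0.00434 (0.0521 adjusted), so that this call did not hold after adjustment, while limma's fry test gave 1.66e-04 adjusted. Adjusted over the list alone, 38 of the 60 genes passed limma's threshold, against 27 over all probes with the fold and signal limits. The list was written with Table S1 in view, so its tests are not independent of these arrays. Table S1, chosen on these arrays, holds 29 of the 60. The 31 others had a median log2 fold change of 0.17, with 20 of them higher. A smaller median outside the table follows in part from that choice. From analysis of the whole dataset, the paper states that the changes in expression in the exposed thyroids result from activation of the p53 pathway.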

In our case, the stress is irradiation of the cells with an absorbed dose in the range of 20 Gy. A similar stress response was reported in thyroids subjected to 11 Gy ^211^At [44]. However, in this latter study NIS gene expression was not reported to vary, suggesting a differential regulation of NIS expression in thyroid cells subjected to α particles and to low-energy electrons.

The ^99m^TcO_4_^−^-mediated irradiation led to the induction of double-strand DNA break repair. Foci of nuclear γH2AX staining were already visible in sections generated from thyroids exposed to 5 Gy, their numbers increased in sections from thyroids exposed to 30 Gy. In the salivary glands, NIS is expressed in ductal epithelial cells, and γH2AX nuclear foci are only detectable in these structures. The salivary gland dataset demonstrates that the biological events triggered by ^99m^TcO_4_^−^ exposure happen selectively in NIS-expressing cells capable of accumulating the radiotracer. The requirement for ^99m^TcO_4_^−^ to enter the cell in order to provoke maximal DNA damage and, if the dose is high enough, cell death, has been demonstrated *in vitro* using the NIS-expressing PCCl3 thyroid cell line [45], [46], [47], [48]. In these experiments, ^99m^TcO_4_^−^-mediated toxicity was clearly magnified by ^99m^TcO_4_^−^ entry into the cells [45], [46], [47] and was further enhanced by ^99m^TcO_4_^−^ retention [48]. This increased radiotoxicity from intracellular ^99m^Tc is likely to be the result of an increased dose deposition in cellular structures due to Auger and conversion electrons, with low range and high local energy deposition properties. The biological effects observed upon internal irradiation of the thyrocytes (double-strand DNA breaks, p53 pathway activation, decrease in NIS protein and mRNA content) may be triggered by a direct or indirect action of low-energy electrons. These mechanisms may not be mutually exclusive and could be involved to different degrees in the different biological events triggered by low-energy electrons. A direct mechanism implies that ^99m^TcO_4_^−^ enters the nucleus and is in direct contact with DNA. Alternatively, following the de-excitation of ^99m^TcO_4_^−^ nuclides in the cell, low-energy electrons may trigger the production of reactive oxygen species (ROS), which could induce the observed biological effects. These ROS could induce DNA damage and activate the p53 pathway. Considering that ROS have already been shown *in vitro* to decrease NIS mRNA levels and reduce iodide uptake [49], ROS may have a preponderant role in ^99m^TcO_4_^−^-mediated thyroid stunning.

In conclusion, we demonstrate in this report that ^99m^TcO_4_^−^-mediated thyroid stunning can be observed *in vivo* in mouse thyroid. This effect is not associated with significant cell death and is reversible within a few days. At the cellular level, decreased NIS mRNA, p53 pathway activation, and the generation of double-strand DNA breaks can be observed. However, considering that the thyroid needs to be exposed to an absorbed dose of at least 20 Gy for a significant stunning, this effect is unlikely to be encountered in clinical practice. Nevertheless, from a biological point of view our system provides a unique experimental setup to compare the sensitivities of different NIS-expressing organs to low-energy electrons and to understand the fine molecular mechanisms involved in cellular stunning.

## Supporting Information

Table S1 **List of the 306 RefSeq annotated transcripts significantly modulated in ^99m^TcO_4_^−^-exposed thyroids.** Agilent Probe and NCBI RefSeq IDs give access to transcript annotations. Logarithm (base 2) of the average intensity and logarithm (base 2) of the ratio ^99m^TcO_4_^−^/control are represented.
(DOCX) Click here for additional data file.

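The probes of all 306 listed transcripts (191 higher and 115 lower in the paper's table) were found on the arrays, and all 306 changed in the listed direction. In every one of them the exposed arrays lay on one side of the control arrays, which follows in part from their selection on these arrays. Across these transcripts the Pearson correlation between the paper's log2 ratios and those computed here was 0.986, and the median absolute difference was 0.083. With the deposited values the correlation was 1.00 and the median absolute difference 0.00268. Limma's adjusted p passed the threshold for 190 of them (144 higher and 46 lower), and for 300 in the deposited values. Of the 195 genes called here 166 are in the table, 131 higher and 35 lower. The paper's table reports the log2 ratio of exposed over control thyroids and the mean log2 signal.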

Table S2 **Ingenuity Pathway Analysis of microarray data to highlight selectively affected pathways in ^99m^TcO_4_^−^-exposed thyroids.** Affected canonical pathways ordered by p-value are presented. The probability of obtaining the number of genes in a certain pathway in the list of differentially expressed genes was compared with the representation of the same pathway among all the genes on the microarray; –log10 of the Fisher's exact probability is indicated.

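Table S2 therefore asks whether a pathway holds more of the modulated genes than its share of the genes on the array would give. A larger value means a smaller probability. The test counts genes as present or absent in the list, so neither the size nor the direction of a change enters it. It also counts genes as independent of each other, although genes of a pathway often change together on the same arrays. The paper's value for p53 signaling in this table is 9.84.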

(DOCX) Click here for additional data file.

Material S1 **Dosimetric calculations.**
(DOCX) Click here for additional data file.

# Supplementary material for: 99mTcO4 −-, Auger-Mediated Thyroid Stunning: Dosimetric Requirements and Associated Molecular Events
**Source:** PLoS One. 2014 Mar 24;9(3):e92729. doi: 10.1371/journal.pone.0092729
**Supplement:** Table S1 — List of the 306 RefSeq annotated transcripts significantly modulated in 99mTcO4−-exposed thyroids. Agilent Probe and NCBI RefSeq IDs give access to transcript annotations. Logarithm (base 2) of the average intensity and logarithm (base 2) of the ratio 99mTcO4 −/control are represented.

**Supplemental Table 1: List of the 306 RefSeq annotated transcripts significantly modulated in ^99m^TcO_4_^−^-exposed thyroids.**

# Supplementary material for: 99mTcO4 −-, Auger-Mediated Thyroid Stunning: Dosimetric Requirements and Associated Molecular Events
**Source:** PLoS One. 2014 Mar 24;9(3):e92729. doi: 10.1371/journal.pone.0092729
**Supplement:** Table S2 — Ingenuity Pathway Analysis of microarray data to highlight selectively affected pathways in 99mTcO4−-exposed thyroids. Affected canonical pathways ordered by p-value are presented. The probability of obtaining the number of genes in a certain pathway in the list of differentially expressed genes was compared with the representation of the same pathway among all the genes on the microarray; –log10 of the Fisher's exact probability is indicated.

**Supplemental Table 2: Ingenuity Pathway Analysis of microarray data to highlight selectively affected pathways in ^99m^TcO_4_^−^-exposed thyroids.**

| **Canonical Pathways** | **-log(p value)** | **Molecules** |
| --- | --- | --- |
| p53 Signaling | 9.84 | CCNG1, BCL2L1, MDM4, TP53INP1, BBC3, GADD45G, CDKN1A, APAF1, PERP, RPRM, MDM2, BAX, PIDD, TNFRSF10A, FAS |
| Autoimmune Thyroid Disease Signaling | 4.53 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1, FAS |
| Graft-versus-Host Disease Signaling | 4.22 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1, FAS |
| B Cell Development | 4.08 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1 |
| Cell Cycle: G2/M DNA Damage Checkpoint Regulation | 3.84 | MDM4, WEE1, CDKN1A, CKS1B, MDM2, RPRM |
| Allograft Rejection Signaling | 3.72 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1, FAS |
| Nur77 Signaling in T Lymphocytes | 3.61 | HLA-DRA, HLA-DQA1, APAF1, HLA-DRB1, CD86, HLA-DQB1 |
| Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells | 3.46 | HLA-DRA, HLA-DQA1, APAF1, HLA-DRB1, HLA-DQB1, FAS |
| Altered T Cell and B Cell Signaling in Rheumatoid Arthritis | 3.18 | TLR2, HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1, FAS |
| Type I Diabetes Mellitus Signaling | 3.15 | SOCS1, HLA-DRA, HLA-DQA1, APAF1, HLA-DRB1, CD86, HLA-DQB1, FAS |
| IL-4 Signaling | 2.67 | SOCS1, HLA-DRA, HLA-DQA1, HLA-DRB1, HLA-DQB1, JAK3 |
| Dendritic Cell Maturation | 2.63 | TLR2, COL5A3, HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, IRF8, HLA-DQB1, PLCD4 |
| OX40 Signaling Pathway | 2.42 | BCL2L1, HLA-DRA, HLA-DQA1, HLA-DRB1, HLA-DQB1 |
| Induction of Apoptosis | 2.28 | BCL2L1, BBC3, APAF1, BAX, FAS |
| CTLA4 Signaling in Cytotoxic T Lymphocytes | 2.26 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1, PTPN22 |
| Docosahexaenoic Acid (DHA) Signaling | 2.22 | BCL2L1, APAF1, BAX, BCL2A1 |
| Apoptosis Signaling | 2.17 | BCL2L1, CAPN6, APAF1, BAX, BCL2A1, FAS |
| T Helper Cell Differentiation | 2.13 | HLA-DRA, HLA-DQA1, HLA-DRB1, CD86, HLA-DQB1 |

|  |
| --- |

# Supplementary material for: 99mTcO4 −-, Auger-Mediated Thyroid Stunning: Dosimetric Requirements and Associated Molecular Events
**Source:** PLoS One. 2014 Mar 24;9(3):e92729. doi: 10.1371/journal.pone.0092729
**Supplement:** Material S1 — Dosimetric calculations.

**Dosimetric report**

1. **Materials and Methods**

Dosimetric assessments were based on the MIRD formalism (*1*) which expresses the absorbed dose calculation as:

where:

  mean absorbed dose in gray (Gy) to the target k from the radiation emitted by all sources h;

 cumulated activity in becquerel second (Bq.s) in source h;

 mean absorbed dose in gray per becquerel-second (Gy.Bq^-1^.s^-1^) to the target k per unit of cumulated activity in source h (or S-value)

 was calculated from pharmacokinetics data detailed in the paper.

Self S-values were calculated by Monte Carlo simulation for each radionuclide and were based on a representative mouse model.

- 1. **Pharmacokinetic data**

Activities located in the thyroid and used for calculation were taken from the standard measurement method, consisting of measuring the activity in the whole region of interest, with no correction for nuclear decay. Cumulated activity was calculated for each mouse using a linear fitting model for the uptake phase, and a mono-exponential fitting model for the washout, both implemented in Root software (<http://root.cern.ch>).

- 1. **Geometric mouse model**

This study was based on the realistic digital mouse (Moby) whole-body phantom (version 2), representing a 16-week-old male C57BL/6 mouse (*2*). This model is based on non uniform rational B-spline (NURBS) mathematical models and allows flexible manipulation of animal organs and body by defining a set of control points on each surface. The model is provided to the user as an interactive program that allows one or more selected organs to be scaled. Therefore, we generated a 22 g mouse model as a three-dimensional rectangular matrix of cubic voxels (200x200x200 µm^3^). The final 3D-image dataset was composed of 256x550x256 voxels and saved in raw format (16-bit; unsigned integer; little-endian; 72 MB). Thyroid mass was reduced to 5.4 mg by applying an erode mask implemented on ImageJ software. Other parameters used to define the model are listed in Table **1**.

| **software model** | Moby |
| --- | --- |
| **software version** | v2 |
| **total body mass (g)** | 22 |
| **spatial sampling (µm^3^)** | 200x200x200 |
| **media** | soft tissue, lungs, bones, air |
| **density and material composition** | Cristy & Eckerman (*3*) |

Table 1: description of parameters used to define the geometric model

- 1. **Dosimetric calculation**
     1. **S-values**

S-values were calculated using Monte Carlo modelling of radiation transport and energy deposition in the voxel-based mouse model. Up to 10^6^ particles were simulated using the recent version of GATE (6.1) and based on GEANT4 toolkit (version 9.04 patch01) well-established codes for radiation transport (*4-6*).

The voxel-based mouse was implemented with the *CompressedMatrix* option, which was the most suited function available for dosimetric purposes in that version, and regions of interest were defined using the *range* option. *Physics List Standard Option 3* was used to define physics processes. Production cuts for electrons and gamma were set to be equivalent to 1 keV in soft tissues. The deposited energy was scored at the voxel level of the phantom with the DoseActor *doseDistributionEdep*. Statistical uncertainties were calculated using the associated *UncertaintyEdep* option.

The dosel grid (scoring matrix volume) (*7*) was of the same size as the phantom matrix and the output energy distribution was generated as a three-dimensional voxel-based map. Ionization steps for electrons and positrons were set to 1/20 of the dosel size. GATE was run with Mersenne Twister (*8*) random number generator.

In order to speed up calculations, a high performance cluster (20 Xeon Westmere 12-core with 16 Gb RAM each and a 16Tb archive system) with 480 virtual cores was used to perform fast and accurate Monte Carlo simulations. Parallel calculation was supported by the Application Programming Interface (API) Xgrid developed by Apple and post processing was performed with ImageJ (*9*).

Thyroid self S-values were calculated for ^99m^Tc. All detailed photon and electron emissions were based on the “MIRD radionuclide data and decay schemes” (*10*). Mean emitted energies and numbers of particles per nuclear transition are listed in Table **2** for each emission type.

Cubic spline interpolation was applied to all continuous energy spectra used in simulations. Sources were assumed to be distributed homogeneously within the thyroid and statistical uncertainties on self S-values were kept below 1%.

| **photons** | **mean energy per nt.**  **(MeV.Bq^-1^.s^-1^)** | 1.266E^-01^ |
| --- | --- | --- |
|  | **number of particles per nt. (Bq.s)** | 6.467E^+00^ |
| **electrons + ß^-^** | **mean energy per nt. (MeV.Bq^-1^.s^-1^)** | 1.619E^-02^ |
|  | **number of particles per nt. (Bq.s)** | 5.517E^+00^ |
| **total** | **mean energy per nt.**  **(MeV.Bq^-1^.s^-1^)** | 1.428E^-01^ |
|  | **number of particles per nt. (Bq.s)** | 1.198E^+01^ |

Table 2: Nuclear data for ^99m^Tc taken from ref (*10*) – nt.: nuclear transition.

- - 1. **Absorbed fraction**

We also calculated the absorbed fraction, i.e. the ratio of energy deposited in the thyroid by the theoretical energy emitted in the thyroid.

1. **Results**

Table **3** contains the absorbed fraction of energy that is deposited in the thyroid of the representative mouse model as well as the thyroid self S-value for ^99m^Tc.

| **radionuclide** | **^99m^Tc** |
| --- | --- |
| **absorbed fraction** | 0.109 |
| **thyroid self S-value (Gy.Bq^-1^.s^-1^)** | 4.55E^-10^ |

Table 3: thyroid absorbed fraction and self S-value for ^99m^Tc.

Table **4** contains the mean absorbed dose in the thyroid for both control and special diet groups within the first 24 hours after injection of ^99m^Tc.

| **^99m^Tc** | |
| --- | --- |
| **experimental group** | **mean absorbed dose (Gy)** |
| special diet | 47.6 [2.9] |
| control | 23.6 [6.6] |

Table 4: thyroid self-absorbed dose calculated for each mouse within the first 24 hours for both ^123^I and ^99m^Tc – [standard deviation]References

**1.** Loevinger R, Budinger TF, Watson EE. MIRD primer for absorbed dose calculations, Revised. New York: The Society of Nuclear Medicine; 1991.

**2.** Segars WP, Tsui BM, Frey EC, Johnson GA, Berr SS. Development of a 4-D digital mouse phantom for molecular imaging research. *Mol Imaging Biol.* May-Jun 2004;6(3):149-159.

**3.** Cristy M, Eckerman KF. Specific absorbed fractions of energy at various ages for internal photon sources. *Oak Ridge, TN: Oak Ridge National Lab.* 1987(ORNL/TM-8381 ).

**4.** Jan S, Santin G, Strul D, et al. GATE: a simulation toolkit for PET and SPECT. *Phys Med Biol.* Oct 7 2004;49(19):4543-4561.

**5.** Jan S, Benoit D, Becheva E, et al. GATE V6: a major enhancement of the GATE simulation platform enabling modelling of CT and radiotherapy. *Phys Med Biol.* Feb 21 2011;56(4):881-901.

**6.** Agostinelli S, Allison J, Amako K. GEANT4-a simulation toolkit. *Nucl Inst Meth Phys Res.* 2003;A506:250-303.

**7.** Sarrut D, Guigues L. Region-oriented CT image representation for reducing computing time of Monte Carlo simulations. *Med Phys.* Apr 2008;35(4):1452-1463.

**8.** Matsumoto M, Nishimura T. Mersenne twister: a 623-dimensionally equidistributed uniform pseudo-random number generator. *ACM Transactions on Modeling and Computer Simulation.* 1998;8(1).

**9.** Rasband WS. ImageJ : US National Institutes of Health, Bethesda, Maryland. *MD: US National Institutes of Health See* [*http://rsbinfonihgov/ij*](http://rsbinfonihgov/ij)*.* 1997.

**10.** Eckerman KF, Endo A. *MIRD:Radionuclide Data and Decay Schemes* Society for Nuclear Medicine; 2008.

How the deposited data were processed for this re-analysis (not part of the article)

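Thyroid RNA from 4 control mice and from 4 mice given 99mTcO_4_- (30 Gy to the thyroid, 24 hours) was hybridised to 8 one-colour Agilent arrays, 1 per thyroid. The results describe the controls as untreated, and the legend of Figure 7 describes saline. Every array was on 1 slide and in 1 scan. The exposed samples occupied the first positions and the controls the others, so an effect of position cannot be separated from the exposure, and no batch could be entered in the fit.

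The authors deposited the scanner output of each array, in which the intensity of every spot is given with and without background subtraction, as made by Feature Extraction 10.7.3.1. They also deposited a table of log2 values for 59305 spots. The methods state quantile normalization between slides in limma and a threshold of 0.05 on the adjusted p, and their text names no signal column, background correction, fold limit or signal limit. The table was compared with the scanner output, and its log2 values were those of the median spot signal after quantile normalization, within 0.038 (median absolute difference 0.0113).

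From the scanner output, the log2 of the background-subtracted signal was quantile-normalized and the spots of each probe were averaged, without control spots. R 4.3.3 and limma 3.58.1 were used. Exposed and control arrays were compared by lmFit and eBayes over 55681 probes, with Benjamini-Hochberg adjustment. For genes, the RefSeq probe of highest mean signal was used (21021 genes from 27752 probes), with a log2 fold limit of 1 and a mean log2 limit of 7. Accessions of 27220 probes were found in the RefSeq table of assembly GRCm38.p6, which was used for names only, and probe positions are those of the array files in mm9. A probe that is well above background on no array of a group has only a bound there. Its fold is then the bright group's mean against the mean, per array, of the higher of the dim probe's signal and the lowest signal among probes well above background.

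Two-sided exact permutation tests used the 70 assignments of 4 and 4 arrays, with 0.0286 as the smallest p. Fisher's exact test used as background the 13767 RefSeq genes with a mean log2 signal of at least 7. The 24 gene lists (341 genes, written from general knowledge) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the lists. They covered p53 targets, cell cycle (G2/M), thyrocytes, MHC class II, dendritic cells, macrophages, B cells, T cells, thymocytes, neutrophils, endothelium, fibroblasts, C cells, parathyroid, skeletal muscle, adipocytes, cartilage, ciliated epithelium, the evening and the opposite phase of the clock, glucocorticoid response, Nrf2 targets, heat shock and interferon. The score of a list on an array is the mean of its genes' log2 signals, each centred on its mean over the 8 arrays. The rule for named genes took every gene the paper names from the arrays, the genes Table S2 gives under p53 signaling, Actb, and the 5 largest rises and 5 largest falls among the called RefSeq genes with the groups apart. Named genes in Table S1 were read by the probe the table gives, and others by their RefSeq probe of highest mean signal. Members of the gene lists were named where they bore on a test.

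The procedure was tested on simulated arrays, 4 against 4 with 55681 probes, of which 200 were changed. It called 83% of the changed probes, 94.2% of those changed by a log2 of at least 2, and 14 unchanged probes. Of 200 unshifted lists, 2% had a camera p under 0.05. The simulated probes were drawn independently of each other. This share therefore does not show camera's error rate where the genes of a list vary together, as on the real arrays.

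The rules above and the following alternatives were set before the data were examined: scaling to the 75th percentile, normexp background correction with an offset of 50, no background correction, the deposited values, a filter on dim probes, Student's t-test, a variance trend, array weights, leaving out spots with an outlier mark, other rules for calling a gene, and leaving out each array in turn. They were set with the paper's results from these arrays in view. The fold and signal limits are the smallest values in Table S1, and the p53 list was written with Table S1 in view. The methods name Student's t-test for dual comparisons, and limma with a B-test for the arrays. A thymocyte score and a skeletal muscle score as covariates were added after seeing the data. The share of spots well above background was 60.5% to 77.3% over the 8 arrays, and the number of arrays limits the precision. The commercial pathway collections of Table S2 and the experiments of the paper other than the arrays were not analysed here.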

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

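The tests of spike-in brightness, of marked spots, of signal above background and of provisional names in what follows were chosen only after the result was seen. Single arrays were compared with the 3 others of their group by Dixon's test in 112 groups of 4 arrays, and 8 passed the critical value, where chance gives about 5.6. Any single one of the 8 can therefore be chance.

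The 75th percentile of the background-subtracted signal was 701 on control replicate 1, far below the 1144 to 1230.0 of the other controls. A dimmer labelling or scan would lower the spike-in probes as well, but their mean log2 signal over 7 probes was 13.80 on that array and 13.03 to 13.41 on the other controls, which argues against it. The array also had the largest share of spots well above background among the controls (75.01%). Exposed arrays had 75th percentiles from 712 to 891, so the value is not unusual among the 8 arrays. A difference in the sample itself stays open, and no biological explanation was tested.

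On S588, 1435 spots carried an outlier mark, against 343 to 524 on the other exposed arrays. If such spots made the calls, leaving them out would remove most of the 435. Without them 435 kept their direction and 429 were still past the threshold.

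The macrophage score of control replicate 3 was −0.034, below 0.20 to 0.22 on the other controls. The T cell score of S539 was −0.22, above −1.04 to −0.92 on the other exposed arrays. Rag1, a gene of developing T cells, had a log2 signal of 5.45 on S539 and of 2.80 to 2.86 on the other exposed arrays. No explanation was tested for either array, and a difference between animals stays open.

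For 4 genes a single array stood apart within its group. Rprm was 11.79 on S539, and Gadd45g was 14.40 on S539, below the 3 other exposed arrays. Apaf1 was 6.28 on control replicate 1, and Cx3cr1 was 4.87 on S588. In each of these genes all exposed arrays were still on one side of all control arrays. No technical or biological explanation was tested for them.

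The paper reports on RefSeq transcripts, and 131 called probes have no RefSeq accession, 102 higher and 29 lower in exposed thyroids. The largest number of probes of any kind called in another split of the arrays was 3. Signal near background could produce such calls, but 105 of the 131 were well above background on all 4 arrays of a group. This argues against it only in part. Of all 435 called probes, 395 were past the threshold in the deposited values, but some of the 105 were not. For 1 of these the log2 fold change was 2.22 here and 0.31 there (limma's adjusted p 0.185). For another it was −2.35 and −0.54 (0.111). Signal near background stays open for such probes. For the 26 outside the 105 a real change and signal near background cannot be told apart, since neither group was measured above background throughout.

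Of the called RefSeq genes, 29 are outside Table S1, 24 higher and 5 lower. All 29 also pass limma's threshold in the deposited values, and 19 pass its fold and signal limits there as well. They include 1700007K13Rik (log2 fold change 5.52) and Lrdd (3.11), which Table S2 gives as PIDD. A candidate explanation, drawn from the names of the missing genes, is that genes with provisional names (names ending in Rik, Gm with a number, accession-like names and Fam with a number) were left out of the table. This definition was written after the names were seen, and Fam names are family names more than clone names. In the deposited values 313 genes were called, and 23 of the 26 outside Table S1 have such a name, against 0 of the 287 inside (Fisher's exact test, p = 6.16e-32). Such names make up 13.5% of the RefSeq genes on the array, and 18 of the 29 have one. Without the Fam names these numbers were 17 of the 26 and 0 of the 287 (Fisher's exact test, p = 6.51e-22), and 14 of the 29. Lrdd is not such a name, so the explanation leaves part of the 29 open.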

How the results depend on the processing

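The thymocyte score and the skeletal muscle score as covariates were chosen only after the result was seen. The direction and the side of the threshold of Slc5a5, Pax8, Cdkn1a, Rprm, Bax, Mdm2 and Fas were the same under the 9 alternatives set in advance that leave out no array. The log2 fold change of Slc5a5 lay between −3.94 and −3.18 there (adjusted p 0.00249 to 0.0453) and that of Pax8 between −0.70 and −0.52. Scaling to the 75th percentile moved the median of all probes from 0.01 to 0.16, and its values are to be read against that shift.

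The number of probes higher in exposed thyroids, probes lower in exposed thyroids and RefSeq genes lower in exposed thyroids depended on the setting. In that order they were 586, 270 and 92 with normexp, 570, 257 and 98 without background correction, 645, 310 and 109 in the deposited values, 510, 229 and 98 with the variance trend, 584, 375 and 140 with array weights, and 509, 224 and 101 with the filter on dim probes, which tests fewer probes. Student's t-test gave 60 probes lower, and 96 RefSeq genes higher in exposed thyroids and 11 lower. Without a limit on fold or signal 62 RefSeq genes were lower. With the thymocyte score there were 189 probes higher and 61 lower, and 99 RefSeq genes higher and 15 lower. With the muscle score there were 59 and 11 probes, 32 and 3 genes, and a p53 list overlap of 6. Slc5a5 (−3.71), Mdm2 (2.19) and Fas (1.85) then kept their direction but no longer passed the threshold. Apart from the filter, the cause was not tested.

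With each array left out in turn, 85 to 316 probes were higher and 15 to 169 lower, 50 to 139 RefSeq genes were higher and 3 to 57 lower, and 12 to 26 p53 list genes were called. The lowest numbers of genes higher came without S590 and the highest without control replicate 1. Fewer arrays leave fewer calls, except that the probes and genes called lower rose without control replicate 1. Slc5a5 stayed between −3.82 and −3.22, and was past the threshold in 5 of the 8 fits, not without control replicate 2, S589 or S590.

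The separation of groups on the first principal component, as the gap between them over all probes, was −2.97% of the range. It was −28.4% with scaling to the 75th percentile, 47.9% with normexp, 49.5% without background correction, 49.5% in the deposited values, 28.2% with the filter and 2.92% without marked spots. It ran from −25.1% to 36.6% with an array left out. The cause was not tested.

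Lists with a median log2 fold change near 0 changed sign. For interferon the median was 0.0093 with scaling to the 75th percentile and −0.26 to 0.25 with an array left out. For ciliated epithelium it was −0.044 with normexp, −0.045 without background correction, −0.029 in the deposited values, −0.12 with array weights, −0.065 with the muscle score and −0.21 to 0.22 with an array left out. For endothelium it was −0.023 with array weights, −0.12 with the thymocyte score, −0.17 with the muscle score and −0.089 to 0.16 with an array left out. For parathyroid it was −0.055 with array weights. For Nrf2 targets it was −0.032 with array weights, −0.093 with the muscle score and −0.026 to 0.12 with an array left out. The cause was not tested.

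Signal over background limits the size of a change for dim probes. Gtse1, whose probe was well above background on 2 of 4 control arrays, had a log2 fold change between 3.13 and 5.26 over the alternatives set in advance that leave out no array, and between 4.45 and 5.31 with an array left out. No paired analysis was possible because the arrays of the groups share no replicate numbers. The slide as a block was not run, since all arrays were on 1 slide.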

Differences from the paper's values

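The paper's number of significantly modulated RefSeq transcripts is 306, and 195 RefSeq genes were called here. Of the alternatives set before the data were examined, scaling to the 75th percentile (225), normexp (288), no background correction (295), the deposited values (313), the filter on dim probes (296), the variance trend (294), array weights (339), a B statistic above 0 (232), any RefSeq probe of the gene (206) and no limit on fold or signal (252) came within a factor of 1.5 of the paper's number. Student's t-test (96 higher and 11 lower), leaving out marked spots (199) and leaving out each array in turn (53 to 196) did not. The paper does not name Student's t-test for the arrays.

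The paper's number of downregulated transcripts is 115, and 40 genes were called lower here. Normexp (92), no background correction (98), the deposited values (109), the filter (101), the variance trend (98) and array weights (140) came within a factor of 1.5. Scaling to the 75th percentile (47), Student's t-test (11), leaving out marked spots (42), a B statistic above 0 (57), any RefSeq probe (46), no limit on fold or signal (62) and leaving out each array (3 to 57) did not.

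For 34 of the 306 transcripts of Table S1 the paper's log2 ratio differed from that here by more than the spread between arrays, and with the deposited values this held for 1. Of the genes taken by the rule for named genes, 3 are among the 34. The probe was well above background on 2 of 4 control arrays for Gtse1, on 1 of 4 for Nkx2-9 and on all 4 for Cx3cr1. For Gtse1 the paper's value is 3.3 and the value here 5.01. Normexp (3.13), no background correction (3.32), the deposited values (3.30) and the fit without control replicate 3 (4.45) came within the spread, and the other alternatives did not. For Nkx2-9 the paper's value is 3.56 and the value here 4.88, and for Cx3cr1 they are −2.25 and −3.43. The values of Cx3cr1 are those of the probe in Table S1, and a brighter probe gave −2.43. For both genes, only normexp, no background correction and the deposited values came within the spread. Clec9a, a gene list member outside that rule, also differed, with −1.15 in the paper, −2.92 here and −1.15 in the deposited values.

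The paper lists all 306 transcripts as significantly modulated. Here 190 of them passed limma's adjusted threshold, and 300 did in the deposited values. Table S2 counts Ccng1, Bcl2l1, Gadd45g and Apaf1 among the modulated p53 signaling genes, and through the probes of Table S1 none of these 4 passed the threshold here (adjusted p 0.0584, 0.0584, 0.0606 and 0.110). Bcl2l1 was called through a brighter probe (log2 fold change 1.18, adjusted p 0.0395). Through the probes of Table S1 all 4 passed with normexp, without background correction, with the deposited values and with array weights. Ccng1, Bcl2l1 and Gadd45g also passed with the filter and with the variance trend, Bcl2l1 and Apaf1 with scaling to the 75th percentile, and Ccng1 without control replicate 4.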

Other observations

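The split counts for RefSeq genes and lists, the reading of brightness by signal level, the test of an equal loss of leukocytes and the tests that use a thymocyte or muscle score were chosen only after the result was seen. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many called probes (435), and only 1 as many called RefSeq genes. Any other split gave at most 3 called probes. This argues against chance for both, but 1 of 35 is the smallest share the splits allow. Position on the slide follows the groups and stays open for every difference reported. Array brightness differed between most arrays of the groups. Of the 4 controls, 3 had a 75th percentile of signal above that of every exposed array (1144 to 1230.0 against 712 to 891), and 3 had a smaller share of spots well above background (60.5% to 67.9% against 70.9% to 77.3%). The groups overlap in both measures through control replicate 1 alone, so the overlap decides nothing. With scaling to the 75th percentile the median log2 fold change over 20 levels of signal ran from −0.052 to 0.52, a trend with brightness that quantile normalization reduced to −0.18 to 0.062. Of the 435 called probes, 372 were past the threshold with that trend left in as well, and 393 with normexp, 396 without background correction and 395 in the deposited values. Calls made by brightness would also stay with the trend left in, and the other settings share the same arrays. These counts therefore cannot decide whether brightness made the calls, and it stays open. The call of the 63 probes not past the threshold depends on the scaling. The count of 372 was taken up only after it was seen.

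Of the 24 gene lists, 12 passed camera's adjusted threshold, but 5 of the 35 splits put as many lists past it, so chance cannot be excluded for that number. With an estimated correlation only the glucocorticoid list passed after adjustment (p = 0.0128). With fry the p53, MHC class II, dendritic cell, macrophage, fibroblast, evening clock, glucocorticoid and heat shock lists passed. The median log2 fold change was 1.23 for p53 targets, −1.34 for cell cycle, −0.30 for thyrocytes, −1.60 for MHC class II, −1.05 for dendritic cells, −0.34 for macrophages, −0.40 for B cells, −1.85 for T cells, −1.81 for thymocytes, 0.89 for neutrophils, 0.04 for endothelium and −0.35 for fibroblasts. It was 0.49 for C cells, 0.10 for parathyroid, −0.91 for skeletal muscle, 0.37 for adipocytes, −0.33 for cartilage, 0.07 for ciliated epithelium, 0.90 for evening clock genes, −0.49 for the opposite phase, 0.84 for glucocorticoid response, 0.06 for Nrf2 targets, 0.41 for heat shock and −0.03 for interferon. The mean of the endothelial list was −0.05, of the opposite sign to its median. With 1 array left out, some medians moved by a factor of more than 1.5. Without S588 the neutrophil median was 0.17, the macrophage median −0.16, the cartilage median −0.51 and that of the opposite clock phase −0.32. Without control replicate 1 it was −1.01 for thymocytes, −1.19 for T cells, 0.21 for C cells, −0.47 for thyrocytes and −0.22 for cartilage, without control replicate 3 it was −0.20 for thyrocytes, and without S589 it was 0.14 for adipocytes. For parathyroid it was 0.019 without S588 and 0.20 without S590. The neutrophil list no longer passed camera's threshold in 3 of the 8 fits, the macrophage list in 3, the T cell list in 2 and the skeletal muscle list in 1. Under the 8 alternatives set in advance that leave out no array and test the lists, the macrophage list kept its call in 4. The neutrophil list kept it in 6. The medians there ran from −0.41 to −0.17 for macrophages and from 0.43 to 0.97 for neutrophils. They ran from −2.29 to −0.48 for thymocytes and from −0.49 to −0.054 for the opposite clock phase. For p53 targets 1 of the 35 splits, the real one, gave a median as far from 0. This argues against chance for this list taken alone, but the list was written with Table S1 in view. A count of 1 is the smallest the splits allow. Over the 24 lists 0.686 would reach it by chance, and 4 did (p53 targets, MHC class II, dendritic cells and glucocorticoid response).

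Slc5a5 fell far more than other genes of thyrocytes. A lower share of thyrocytes would lower all of them by about as much, but the 19 others of the list had a median log2 fold change of −0.25, with 14 lower and a range from −2.46 (Dio1) to 2.39 (Duoxa1). Tg, the most abundant, changed by 0.04. This argues against a lower share of thyrocytes as the cause, and a change in the transcript level of Slc5a5 itself stays open. Of the 20 list genes, 4 are in Table S1.

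Genes of antigen-presenting cells were lower in exposed thyroids. All 11 MHC class II genes were lower, except that Ciita was higher with scaling to the 75th percentile. Among them was H2-Aa, with −2.22 (adjusted p 0.0386). Clec9a, a dendritic cell gene not well above background in any exposed thyroid, was at least 4.93-fold lower in the background-subtracted signal. In the deposited values, without background subtraction, its log2 fold change was −1.15, a smaller fall than this bound. Table S1 holds 4 of the 11. Only 1 of 35 splits, the smallest number possible, gave a median as far from 0. This argues against chance for the list alone, but not once 24 lists are counted. After adjustment over the lists the estimated correlation gave 0.175 and fry 0.00886. Fewer macrophages would lower macrophage genes equally, but MHC class II minus macrophage score changed by −1.16 (two-sided exact permutation test, p = 0.0286). Thymus tissue in the control samples is argued against as the whole cause, since with the thymocyte score as covariate the MHC class II median was −1.28. The adjusted scores were 0.43 to 0.78 in controls and −0.92 to −0.39 in exposed thyroids. Control replicates 3 and 4, which have no thymocyte signal of note, had unadjusted scores of 0.42 and 0.16, above the highest exposed score of −0.59. An equal loss of leukocytes of every kind would lower both scores alike too, and the same difference argues against it. Unequal losses of several kinds of leukocyte stay open. The B cell list had a median of −0.40 with overlapping groups (exact permutation p = 0.229), which does not decide it. A loss of dendritic cells or a lower MHC class II level within cells may both be behind this.

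Control replicates 1 and 2 held transcripts of developing T cells. Their log2 signals were 11.96 and 10.64 for Rag1, against 2.80 to 5.45 on the other arrays, and 13.75 and 13.31 for Dntt, against 7.41 to 9.13. The thymocyte scores were 3.16 and 2.36, and thymus tissue in these samples is a candidate source. The cell cycle list, with a median of −1.34 and 0 genes called, was highest on the same arrays (scores 1.57 and 1.57, against −0.24 or lower on all others). In 3 of 35 splits its median was as far from 0, so chance cannot be excluded. With the thymocyte score as covariate the median was −0.59. The adjusted scores were still apart, with the lowest control at 0.14 and the highest exposed array at −0.01. But the T cell list also kept a difference of −0.35 (standard error 0.15) after this adjustment, and control replicates 3 and 4, without thymocyte signal of note, had cell cycle scores of −0.42 and −0.24, against −0.29 on S588. Thymus tissue as the whole cause therefore stays open, and so does a lower rate of division in exposed thyroids.

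Neighbouring tissue was weighed for the 168 called genes outside the p53 list. The test set in advance asked whether the lists of parathyroid, skeletal muscle, adipocytes, thymocytes and cartilage differ as sets. Camera alone put the muscle list past its threshold (adjusted p 0.0026), while its scores overlapped (exact permutation p = 0.171), its p with an estimated correlation was 0.331, and 0 of the 41 genes of these 5 lists were called by limma. A further test, added afterwards, used the muscle score as covariate. Then 153 of the 168 genes kept their direction with a log2 fold change of at least 1, and the median change left was 95.6%, but only 29 were still called. With the thymocyte score these numbers were 166, 100.2% and 87. The sizes argue against muscle or thymus tissue as the cause of most of these changes, and the lost calls leave both open for single genes. No covariate was run for other tissues. The ciliated epithelium list, which was not among the 5, had 3 genes called higher. Of its 15 genes 8 were higher and 7 lower, and its scores overlapped (exact permutation p = 0.943). Pth, a parathyroid gene, and Acta1, a muscle gene, were bright on all arrays.

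Per1 rose by 2.15 and Per2 by 2.23. In 2 of 35 splits the evening clock list had a median as far from 0, so chance cannot be excluded for the list. Its scores were apart between the groups (two-sided exact permutation test, p = 0.0286). That is the smallest p the test allows, and 24 lists were scored. A different time of day at collection cannot be told apart from another cause. The opposite phase had a median of −0.49 with 2 of its 5 genes higher, and Nr1d1 changed by −0.39 while the other 9 evening genes rose. A glucocorticoid response is a candidate explanation. All 16 genes of that list were higher, here and under the other scalings and signals, 1 of 35 splits gave a median as far from 0 (with the same limit over 24 lists), and without Per1 and Ddit4, the 2 that were called, the median of the 14 others was 0.77 (camera p 3.97e-07, estimated correlation 0.00168, fry 5.89e-05). Per1 is on both lists, and Table S1 holds 4 of the 16. Stress of handling or irradiation and an earlier hour were not separated by the design.

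The paper proposes that reactive oxygen species have a role in thyroid stunning. Nrf2 target genes had a median of 0.06 at 24 hours, with 11 of 18 genes higher, and 10 to 12 under the other scalings and signals. Limma's camera p was 0.208, which shows no rise as a set but does not exclude one, and the median changed sign with array weights and without control replicate 1. Their induction stays open.

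S588 had a neutrophil score of 2.45, against −0.72 to 0.38 on the other arrays, with log2 signals of 13.35 for S100a8 and 14.93 for S100a9. Its cause was not tested.

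Of the called probes, 74 lie in regions annotated as lincRNA, 54 higher and 20 lower, in 49 regions of which 16 had at least 2 called probes. Some of these regions lie within others, so 49 is not a number of separate places in the genome. On the forward strand of chromosome 1, for example, the region from 163528200 to 163528398 lies within that from 163508244 to 163586072. Of the 16251 lincRNA probes 0.455% were called, against 1.10% of RefSeq probes. A region on the reverse strand of chromosome 17 from 29183003 to 29217681 (mm9) had 3 of its 5 probes called. Their log2 fold changes were 2.98, 2.74 and 1.49. The region ends 19696 bases from the probe of Cdkn1a. On the forward strand of chromosome 4, from 149445201 to 149445902, 3 of 3 probes rose, by 2.63, 2.48 and 2.46. These regions were chosen after their values were seen, and no explanation was tested.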
